# Co-ordinated Gene Expression in the Liver and Spleen during *Schistosoma japonicum* Infection Regulates Cell Migration

**DOI:** 10.1371/journal.pntd.0000686

**Published:** 2010-05-18

**Authors:** Melissa L. Burke, Donald P. McManus, Grant A. Ramm, Mary Duke, Yuesheng Li, Malcolm K. Jones, Geoffrey N. Gobert

## Abstract

Determining the molecular events induced in the spleen during schistosome infection is an essential step in better understanding the immunopathogenesis of schistosomiasis and the mechanisms by which schistosomes modulate the host immune response. The present study defines the transcriptional and cellular events occurring in the murine spleen during the progression of *Schistosoma japonicum* infection. Additionally, we compared and contrasted these results with those we have previously reported for the liver. Microarray analysis combined with flow cytometry and histochemistry demonstrated that transcriptional changes occurring in the spleen were closely related to changes in cellular composition. Additionally, the presence of alternatively activated macrophages, as indicated by up-regulation of *Chi3l3* and *Chi3l4* and expansion of F4/80^+^ macrophages, together with enhanced expression of the immunoregulatory genes *ANXA1* and *CAMP* suggests the spleen may be an important site for the control of *S. japonicum*-induced immune responses. The most striking difference between the transcriptional profiles of the infected liver and spleen was the contrasting expression of chemokines and cell adhesion molecules. Lymphocyte chemokines, including the homeostatic chemokines *CXCL13*, *CCL19* and *CCL21*, were significantly down-regulated in the spleen but up-regulated in the liver. Eosinophil (*CCL11*, *CCL24*), neutrophil (*CXCL1*) and monocyte (*CXCL14*, *CCL12*) chemokines and the cell adhesion molecules *VCAM1*, *NCAM1*, *PECAM1* were up-regulated in the liver but unchanged in the spleen. Chemokines up-regulated in both organs were expressed at significantly higher levels in the liver. Co-ordinated expression of these genes probably contributes to the development of a chemotactic signalling gradient that promotes recruitment of effector cells to the liver, thereby facilitating the development of hepatic granulomas and fibrosis. Together these data provide, for the first time, a comprehensive overview of the molecular events occurring in the spleen during schistosomiasis and will substantially further our understanding of the local and systemic mechanisms driving the immunopathogenesis of this disease.

## Author Summary

Schistosomiasis is a significant cause of illness and death in the developing world. Inflammation and scarring in the liver and enlargement of the spleen (splenomegaly) are common features of the disease. Changes occurring in the spleen have the potential to influence the way in which the body deals with infection but the mechanisms driving these changes are not well characterised. In the present study we determined, for the first time, the gene expression profile of the mouse spleen during infection with *Schistosoma japonicum* and compared these results to those previously reported for the liver to determine if processes occurring in these organs co-operate to promote hepatic inflammation and granuloma formation. Our data indicated that gene expression in the spleen is related to the types of cells present and suggest that the spleen might be important in controlling schistosome-induced inflammation. Comparison of the liver and spleen showed that expression of cell signalling molecules (chemokines) was much higher in the liver, potentially promoting the recruitment of specific cell types to this organ, causing inflammation and scarring. The results from this study enhance our knowledge of the mechanisms that drive schistosome-induced splenomegaly and liver inflammation.

## Introduction

Schistosomiasis, characterised by extensive hepatic fibrosis and splenomegaly, is a significant cause of parasitic morbidity and mortality [1]. Although extensive studies have been carried out to identify the processes driving hepatic granulofibrotic response, the immunopathogenesis of schistosome-induced splenomegaly has been largely neglected.

Splenomegaly is a common feature of many infectious diseases and can lead to alterations in the splenic architecture as well as the inherent immunological function of the organ. Changes in the splenic architecture following *Leishmania* and some viral infections have been shown to influence the nature of the immune response to subsequent infections [2], [3]. Schistosome infections induce significant splenomegaly characterised by loss of definition between the red and white pulp [4], [5], [6], [7]. Additionally, schistosome infections are known to modify the nature of the immune response to a number of other pathologies, including allergic responses and other parasitic infections, by as yet undetermined mechanisms [8]. Furthermore, undefined processes occurring in the spleen during active schistosome infections enhance the granulofibrotic response occurring in the liver [5]. The precise molecular mechanisms and transcriptional modulations corresponding to these cellular and immunological changes, however, have not been fully evaluated. Characterising the molecular processes occurring in the spleen during schistosomiasis is an important research priority if we are to fully comprehend the immunopathogenesis of this disease and the mechanisms by which schistosome infections modulate the immune response to other pathogens.

The study presented here describes the use of whole genome microarray analysis combined with flow cytometry and histology, to provide a comprehensive profile of the transcriptional and cellular response occurring in the murine spleen during *Schistosoma japonicum* infection. As well, we compare and contrast these results with those we have previously reported for the liver during the progression of *S. japonicum* egg-induced granuloma formation and hepatic fibrosis [9]. Our results reveal that there is co-ordinated expression of chemokines and cell adhesion molecules in the liver and spleen that may regulate the recruitment of effector cells to the liver during schistosome infection. Additionally, we demonstrate the up-regulation of several immunomodulatory elements in the spleen that may be involved in the control of the immune response to *S. japonicum* infection. The results of microarray analysis, flow cytometry and histology of the livers of the *S. japonicum* infected mice used in the present study are available [9] and the liver gene expression data are in the public domain (NCBI's Gene Expression Omnibus; Series Accession Number: GSE14367). Taken together these results provide insight into the integrated molecular mechanisms driving the development of schistosome induced pathology.

## Materials and Methods

### Ethics Statement

All work was conducted with the approval of the Queensland Institute of Medical Research Animal Ethics Committee.

### Mice and Parasites

Full details of the time-course experiments undertaken on *S. japonicum*-infected mice are described elsewhere [9]. Methods related to the analysis of the spleen are outlined below. Livers and spleens from the same animals were used for the purposes of parasitological, histological, microarray and flow cytometry analyses.

Four to six week old female C57BL/6 mice (Animal Resource Centre, Canningvale, Australia) were percutaneously infected with 20 *S. japonicum* cercariae (Chinese mainland strain, Anhui population). Mice were euthanized at 4 (n = 7), 6 (n = 7) and 7 (n = 8) weeks post-infection (p.i.) and spleen tissue collected. Three additional mice were used as uninfected controls. An identical experiment was performed for flow cytometry (n = 5 per group). Total adult worm pairs per mouse were recorded as a measure of parasite burden and eggs per gram of liver was calculated as a measure of hepatic egg burden as reported [9], [10].

### Histological Assessment

Formalin fixed, paraffin embedded spleen sections were stained by haematoxylin and eosin to assess splenic structure. Within spleen tissue, eosinophils were identified by Giemsa staining; neutrophils by Leder stain (naphthol AS-D chloroacetate) [11]; and macrophages by immunoperoxidase staining for the macrophage specific cell surface marker F4/80 (Primary antibody: rat anti-mouse F4/80, Abcam, Cambridge, USA; Secondary antibody: biotin-conjugated anti-rat immunoglobulin, Jackson ImmunoResearch Laboratories, Inc, West Grove, USA. Detection: Streptavidin-HRP, Jackson ImmunoResearch Laboratories, Inc, West Grove, USA). Slides were scanned using an Aperio slide scanner (Aperio Technologies, Vista, USA). The number of eosinophils and neutrophils in the spleen of each mouse was quantified by calculating the average number of positively stained cells in 20 high power fields (×400). Positive staining for F4/80 was measured using Aperio's Spectrum Plus Software positive pixel count algorithm (Version 8.2; Aperio Technologies, Vista, USA).

### Flow Cytometry

Leukocytes were isolated from whole spleens as described [12]. Briefly, spleens were digested in collagenase D (1mg/ml; Roche Diagnostics, Mannheim, Germany) and DNAse I (0.5mg/mL; Roche Diagnostics, Mannheim, Germany) for 30 mins at 37°C. The tissue was then passed through a 70µm cell strainer (BD Falcon, Bedford, USA) and washed with FACS buffer (1% bovine serum albumin (w/v), 0.1% sodium azide (v/v) in phosphate buffered saline). Red blood cells were lysed with Gey's lysis solution. The solution was then underlayed with FACS buffer and centrifuged at 1300rpm for 5 mins. The resulting cell pellet was resuspended in FACS buffer and the cells counted.

Cells were stained for specific cell markers by first incubating with anti-Fc-receptorIII antibodies (Monoclonal antibody producing hybridoma; Clone: 24.G2) to block non-specific binding and then with commercially available fluorochrome-conjugated antibodies for 30 mins on ice (APC-anti-CD4, FITC-anti-CD8b and PE-anti-CD19: BD Pharminogen; FITC-anti-CD3, Miltenyi Biotec, Germany). Cells were defined as CD4^+^ T-cells (CD3^+^/CD4^+^), CD8^+^ T-cells (CD3^+^/CD8^+^) and B-cells (CD19^+^). Data were acquired on a FACS Calibur Flow Cytometer (BD Bioscience) and analysed using FlowJo Software (Treestar Inc) and GraphPad Prism, version 5.0 (GraphPad Software, San Diego, USA).

### RNA Isolation and Purification

Total RNA was extracted from spleen tissue as described [13]. Briefly, spleen tissue was homogenised in Trizol (Invitrogen, Carlsbad, USA) using a Qiagen Tissuelyser (Qiagen Inc., Valencia, USA). A portion of the homogenate was then processed by phase extraction with Trizol and by column chromatography using an RNeasy Mini Kit (Qiagen Inc, Valencia USA). RNA quantity was measured using the Nanodrop-1000 (Nanodrop Technologies, Wilmington, USA) and quality was assessed using an Agilent Bioanalyzer (Agilent Technologies, Foster City, USA).

### Pooling of Spleen RNA for Microarray Analysis and Real-Time PCR

Each mouse group was normalised by log transformation for egg burden and outliers were excluded on the basis of 95% confidence intervals as described [9]. An equal amount of total RNA from the spleens of four mice with the highest quality total RNA were pooled for cRNA and cDNA synthesis.

### Microarray Analysis

#### cRNA synthesis and whole genome microarray analysis

cRNA was synthesised using the Illumina Total Prep RNA Amplification kit (Ambion Inc., Austin, USA). Microarray analysis was performed using Illumina Mouse 6 version 1.1 Whole Genome Expression Chips and scanned using an Illumina BeadStation according to the manufacturer's instructions (Illumina, San Diego, USA). Two technical replicates were performed for each cRNA sample. Splenic gene expression data are publicly available (NCBI's Gene Expression Omnibus; Series Accession Number: GSE19525).

#### Data analysis

Quality control of microarray data was performed by examining intensity histograms of hybridisation efficiency and noise in BeadStudio (version 3; Illumina, San Diego, USA). Expression values were entered into GeneSpring GX version 7.3 (Agilent Technologies/Silicon Genetics, Foster City, USA) and normalised to the 50^th^ percentile. Values less than 0.01 were set to 0.01. Data were then normalised to uninfected controls and filtered for significant signal on the basis of detection score, a BeadStudio generated measure of the signal intensity of the gene relative to negative controls (d>0.949, which equates to a confidence value of p≤0.05). For a gene to be accepted, at least 4 of 8 hybridisations had to pass these filtering criteria. Differentially expressed genes were identified by analysis of variance (ANOVA, p≤0.05 using Benjamini and Hochberg correction for multiple testing). Hierarchical clustering with the Pearson correlation measure of similarity was performed on ANOVA filtered data to identify common patterns of temporal gene expression. Keyword based searches for specific gene names were used to identify chemokines and other genes of interest.

#### Comparison of liver and spleen microarray profiles

Venn diagrams comparing genes that passed all filtering criteria and were ≥2 fold up- or down-regulated in the spleen and liver [9] were constructed to identify genes that were:

- commonly up- or down-regulated in the spleen and liver
- enhanced in the spleen (i.e. up-regulated in the spleen while down-regulated or unchanged in the liver)
- enhanced in the liver (up-regulated in the liver and down-regulated or unchanged in the spleen)
- specifically down-regulated in the spleen
- specifically down-regulated in the liver

#### Identification of over-represented biological functions and signalling pathways

DAVID functional annotation analysis (DAVID Bioinformatics Resources 2008, National Institute of Allergy and Infectious Diseases (NIAID), NIH [14], [15]) was used to identify biological processes, molecular functions and signalling pathways in the DAVID knowledge data base over-represented by genes in each of the identified hierarchical clusters and gene lists generated from comparison of the liver and spleen data. Ranking of functional annotations in DAVID is based Modified Fischer's exact test (EASE score, p≤0.05) [14]. To identify groups of common terms, functional annotation clustering was applied. The overall importance of functional annotation clusters is ranked on the basis of enrichment score, the geometric mean of the p-values of each annotation term in the group [14]. An arbitrary cut off of ±2 fold change in expression was applied allowing identification of changes in gene expression with likely biological significance.

### Real-Time PCR

cDNA was synthesised from pooled splenic total RNA using a Quantitect Reverse Transcription kit (Qiagen Inc., USA). cDNA concentration was measured using a Nanodrop-1000 (Nanodrop Technologies, Wilmington, USA.). Real-time PCR was used to validate a subset of the microarray data. Forward and reverse primers were sourced from the literature [16], [17], [18] or designed using Primer-Blast software (http://www.ncbi.nlm.nih.gov/tools/primer-blast) (Table S1). Hypoxanthine phosphoribosyltranferase (HPRT) was used as a housekeeping gene [18]. Real time PCR was performed using SYBR Green master mix (Applied Biosystems, Warrington, UK) on a Corbett Rotor Gene 6000 (Corbett Life Sciences, Concorde, Australia). Rotor-Gene 6000 Series software (version 1.7), Microsoft Office Excel 2003 and GraphPad Prism Version 5.00 for Windows (San Diego, California USA) were used in the analysis of results. Correlations between microarray and real-time PCR results were assessed using Spearman's Rho measure of correlation in GraphPad Prism Version 5.00 for Windows.

### Statistical Analysis

Changes in parasitological, histological, real time PCR and flow cytometry data were assessed by One Way ANOVA with post hoc Tukey testing (p≤0.05) using the GraphPad Prism Version 5.00 for Windows (San Diego, California USA). Statistical analysis of microarray data was performed using GeneSpring GX (version 7.3.1). Correlations between microarray and real-time PCR data were measured using Spearman's Rho correlation in GraphPad Prism Version 5.00 for windows as described [19].

## Results

### Parasitological and Histological Analyses

Details of the parasitological burden and kinetics of granuloma formation and fibrosis in the livers of the *S. japonicum* infected mice used in these experiments are reported elsewhere [9]. Briefly, mice were moderately infected with an average of 5 worm pairs. Schistosome eggs were first observed in the liver at 4 weeks post infection (p.i.) and hepatic egg burden increased significantly thereafter (1-Way ANOVA, p≤0.05) [9]. The kinetics of granuloma formation and fibrosis were consistent with previous reports for *S. japonicum* [20], [21].

Total spleen weight increased significantly from 4 weeks p.i. onwards (Figure 1, upper panel). Changes to the splenic architecture were observed as early as 4 weeks p.i. and were characterised by increasing congestion of the red-pulp associated with loss of definition between the white and red pulp (Figure 1A–D, lower panel).

**Figure 1:**
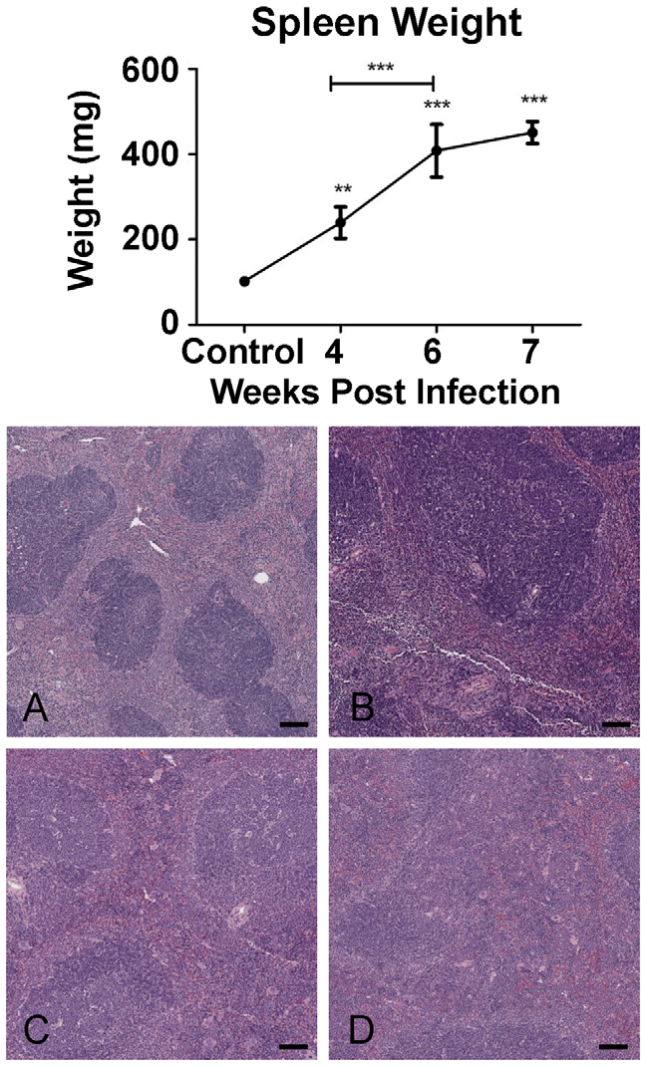
Splenic pathology induced by schistosome infection. Upper panel: Spleen weight increased over time following *S. japonicum* infection reaching approximately 4.5 times that of controls at 7 weeks p.i. The graph represents mean spleen weight of mice pooled for microarray analysis ±1SD (n = 4 per group). Lower panel: Schistosome induced splenomegaly was associated with increasing congestion of the red pulp and loss of definition between the red (lighter staining) and white pulp (darker staining) over time A: Control; B: 4 weeks p.i.; C: 6 weeks p.i.; D:7 weeks p.i. (Haematoxylin and eosin ×40; Bar equals 100µm.).

The number of neutrophils in the splenic red pulp increased significantly from 6 weeks p.i. and eosinophil numbers were significantly elevated compared with uninfected mice at 7 weeks p.i. F4/80 staining for macrophages was significantly increased from 6 weeks p.i., reaching a peak of 19% total section area at 7 weeks p.i. (Figure 2A–I).

**Figure 2:**
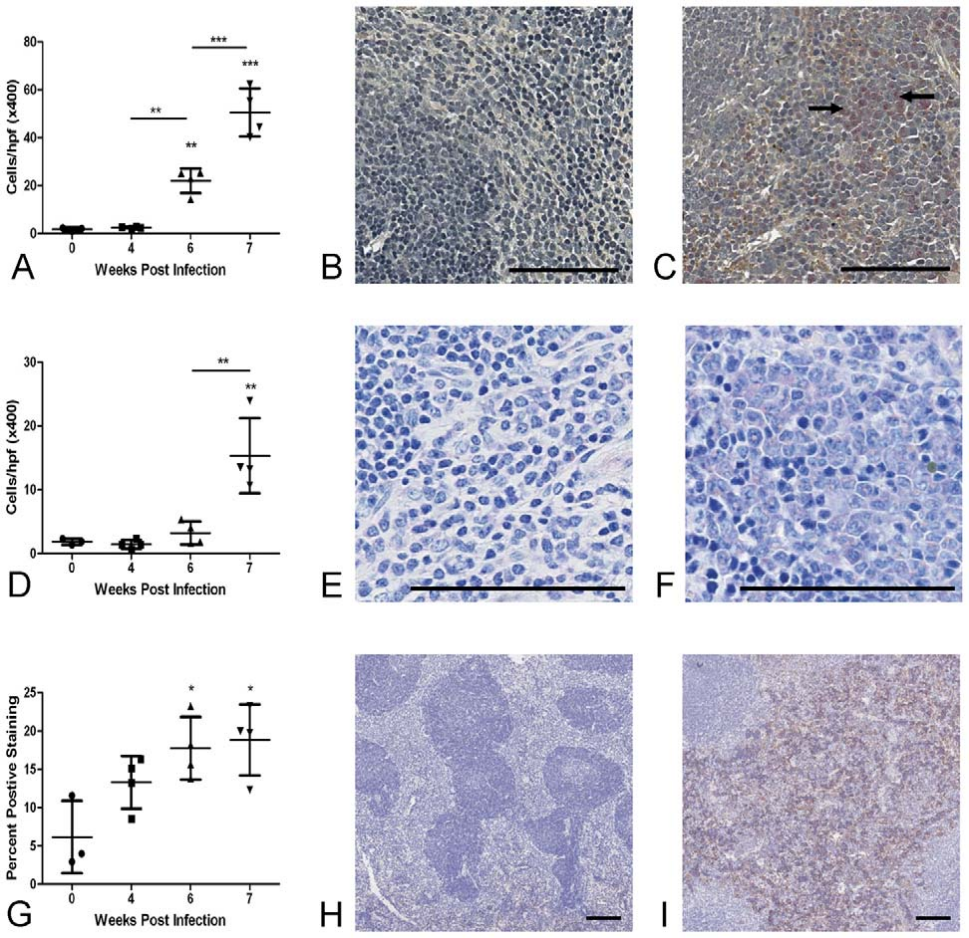
Splenomegaly is associated with accumulation of neutrophils, eosinophils and F4/80^+^ macrophages in the red pulp. There was a significant increases in the number of neutrophils (A–C: Leder stain for neutrophils (pink stain, arrowed) ×200 in uninfected control mice (B) and at 7 weeks p.i. (C)), eosinophils (D–F, Giemsa stain ×400 in uninfected control mice (E) and at 7 weeks p.i. (F)) and F4/80^+^ macrophages (G–I: F4/80 staining in uninfected control mice (H) and at 7 weeks p.i (I). (red-brown) ×40) in the splenic red pulp from as early as 6 weeks p.i. Values represent mean cells/high power field (eosinophils and neutrophils) or percent positive staining (F4/80) ±1SD of mice pooled for microarray analysis (n = 4 per group). Bar = 100µm.

### Flow Cytometry

Flow cytometry for CD8^+^ T-cells, CD4^+^ T-cells and B-cells revealed an early increase in the total number of these cells at 4 weeks p.i. followed by a return to baseline levels by 6 weeks p.i. (Figure 3A). In contrast, the ratio of T-cells and B-cells to total splenocytes decreased significantly after 4 weeks p.i. (Figure 3B).

**Figure 3:**
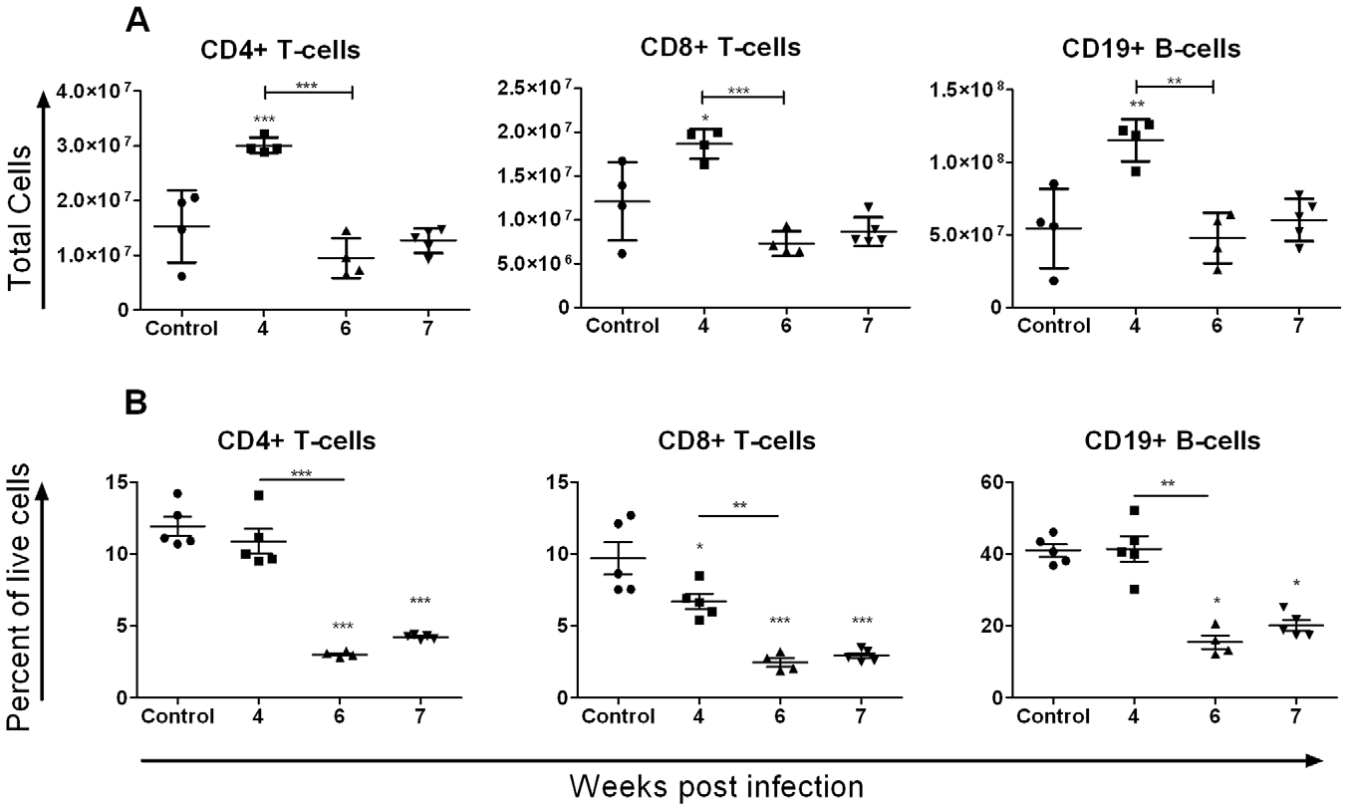
Flow cytometry revealed dynamic changes in lymphocyte populations of the spleen over time. A: Flow cytometry demonstrated a significant increase in the total number of CD4^+^ and CD8^+^ T-cells and CD19^+^ B-cells in the spleen at 4 weeks p.i. followed by return of these cells to baseline levels by 6 weeks p.i. B: The ratio of T- and B-cells to total live cells decreased significantly over time. Values represent means ±1SD. N = 5 per group except for 6 weeks p.i. where one mouse harboured no adult worms and was excluded from all further analyses.

### Microarray Analysis

#### Transcriptional profile of the spleen during *S. japonicum* infection - Filtering of microarray data

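Spleen RNA was measured on Illumina mouse whole-genome BeadChips, arrays of beads that carry probes for single transcripts. The RNA came from 4 pools, 1 of uninfected mice and 1 each of mice killed 4, 6 and 7 weeks p.i. The methods give RNA of 4 mice per pool, while they list 3 uninfected mice, so the number of mice behind the uninfected pool is uncertain. Each pool was hybridised 2 times as technical replicates, and each group is thus 1 biological sample. Every p-value here sets a difference between pools against the error of hybridisation (n = 2 hybridisations per pool) and does not cover the spread between mice.
The authors deposited, for each hybridisation, the mean bead intensity of 46632 probes and a detection score, which rises with the distance of a probe from the negative control beads. Median intensity was 213.7 and 195.9 in the uninfected pool, 223.6 and 214.9 at 4 weeks, 236.1 and 228.9 at 6 weeks and 214.2 and 214.4 at 7 weeks. Between 38.2% and 40.5% of the probes had a score above 0.949, the paper's limit for a detected transcript. The median absolute difference between the replicates of a pool was 0.118, 0.117, 0.143 and 0.206 on the log2 scale for the uninfected, 4-, 6- and 7-week pools, and the number of hybridisations limits the precision of each value.
As in the paper's methods, each intensity was divided by the median of its array, with a floor of 0.01 that 0 values reached. Probes detected in at least 4 of the 8 hybridisations were kept, which left 18428 probes of 13771 genes, and the value of a gene is the mean log2 ratio of its kept probes. Each week was compared with the uninfected pool by limma's moderated test, adjusted after Benjamini and Hochberg over all kept probes or genes. A gene that "rose", "fell" or was "higher" or "lower" had an adjusted p of at most 0.05 and at least a 2-fold difference. Where no hybridisation of a pool detected a gene, its fold change is also given as a bound ("at least"). The highest signal of an array lay 8.30 to 8.47 log2 units over its median, and signals near it can be compressed. Where a gene lay over 6 units in a pool, a level chosen after seeing the data, its fold change may be understated and its rank among such genes is not known. Under this scaling the kept probes had a median log2 ratio to the uninfected pool of -0.10, -0.12 and -0.20 at 4, 6 and 7 weeks. With quantile normalization it was -0.02, 0.00 and -0.02. Whether the scaling or lower expression of most genes gave the shift under 0 cannot be told apart here. Before the data were examined, 40 gene lists were fixed. The median log2 fold change of each was ranked among 10000 random lists of like expression, so that its percentile is relative to that shift. Many of these lists hold genes that the study had already named from the same samples, so their counts and ranks are not wholly independent evidence.
The uninfected and 4-week pools were hybridised side by side on 2 chips, and the 6- and 7-week pools on 2 others. With the chip as a fixed block, 276 probes were higher and 151 lower at 4 weeks, as many as without it. With the chip as a random block (correlation 0.426), 516 probes were higher and 942 lower at 6 weeks, and 620 and 1115 at 7 weeks. Every pool lay on 2 chips in equal parts, so either block leaves the fold changes as they are. The 2-fold threshold then fixes most calls, and these counts are no test of a chip effect. No chip held both an uninfected and a 6- or 7-week hybridisation. The replicates of a pool, which lay on 2 chips, had between 0.011% and 0.022% of the kept probes over 2-fold apart. A difference shared by both chips of a set was not tested.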

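Among the genes detected in every hybridisation, the largest rise at 4 weeks p.i. was that of Ighg1, the constant region of IgG1, with a log2 fold change of 4.09 (SE 0.15, adjusted p = 7.11e-15 from limma). It was followed by Cfd, the adipose protease complement factor D, at 2.57, and by the interferon-induced genes Oas2, at 2.54, and Irf7, at 2.38. At 6 and 7 weeks the neutrophil granule protease gene Prtn3 rose by 36.2- and 55.9-fold, and Lcn2, a neutrophil iron-binding protein, by 17.2- and 32.1-fold, and as both lay over 6 log2 units at these weeks the values may be understated.
Falls were likewise ranked only among genes with a symbol that were detected in every hybridisation. The largest at 4 weeks were those of Clec4g, a lectin of sinusoidal endothelium (-1.69), Apoa2, an apolipoprotein (-1.63), and Cbr2, a carbonyl reductase (-1.59). Of the ranked genes Apol7c, an apolipoprotein L gene, fell most at 6 weeks (-2.65). At 7 weeks genes of pancreatic secretion fell, Ctrl (-7.09) and Zg16 (-7.00) among them, and so did the kallikrein gene Klk1b3 (-5.58). Ctrl, Zg16 and Klk1b3 lay over 6 log2 units in the uninfected pool, so their values may be understated. The 18 measured genes of the pancreas list had a median of -7.75 in this pool (-7.31 with undetected genes at their bound), and 17 of them fell (17 adjusted over the list alone). All 18 were detected in each of the other pools, and 2 at 7 weeks. Their median level was 7.77, 6.58 and 7.23 log2 units over the array median in the uninfected, 4- and 6-week pools. These levels fit with RNA of pancreatic tissue in those pools, so falls of genes of pancreatic secretion need not be changes of the spleen.
Of the 18428 probes, 10045 differed among the 4 pools by limma's moderated F test, and 4549 by the methods' analysis of variance without moderation. At 4 weeks 276 probes were higher and 151 lower, at 6 weeks 515 and 942, and at 7 weeks 620 and 1115, or 1090 lower without the 27 probes that follow the pancreas transcripts. As genes, 216 were higher and 110 lower at 4 weeks, 389 and 647 at 6 weeks, and 489 and 784 at 7 weeks. Of the probes called at 7 weeks, 35.7% were higher, against 54.1% with neqc, 60.9% with quantile normalization and 66.2% with scaling to the median of the detected probes, chosen after seeing the data. Without the first of the 2 hybridisations at 7 weeks the share was 48.9%, and without the other it was 23.8%.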

Normalised data for each of the 46,643 genes on the microarray were filtered for significant signal, thereby reducing the data set to 18,438 genes of which 4,553 were shown to be differentially expressed (1-Way ANOVA, p≤0.05). Hierarchical clustering identified four distinct patterns of gene expression (Figure 4) comprised of genes (Dataset S1) that were:

- Down-regulated during infection (3045 genes)
- Up-regulated early in infection (180 genes)
- Consistently up-regulated during infection (806 genes)
- Up-regulated late in infection (478 genes)

**Figure 4:**
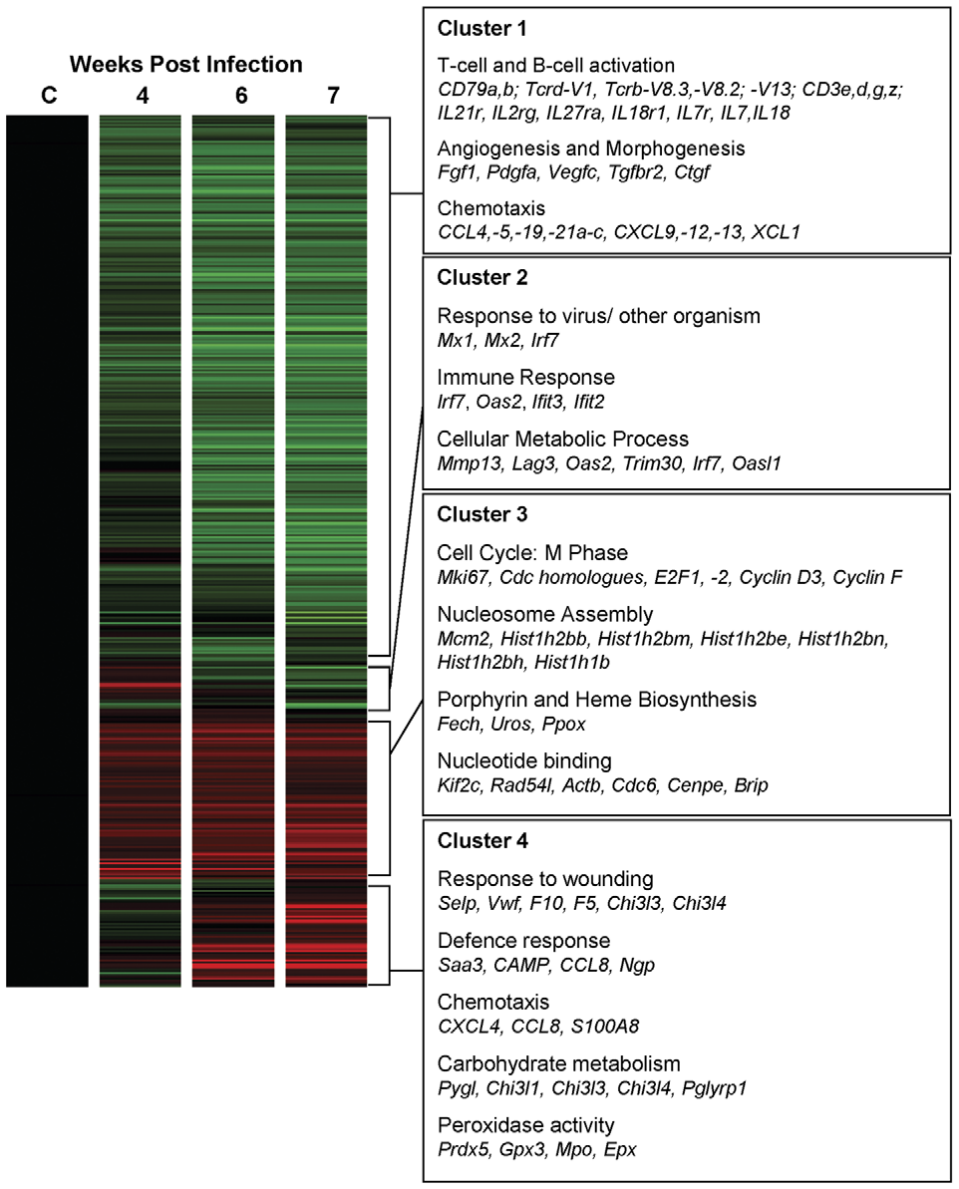
Hierarchical clustering and prominent gene ontologies of genes differentially expressed in the spleen. Four distinct clusters representing genes that were significantly down-regulated (cluster 1); up-regulated earlier (cluster 2), consistently up-regulated (cluster 3) and up-regulated later (cluster 4) were identified by hierarchical clustering analysis. Prominent biological processes and molecular functions (gene ontologies) associated with genes 2-fold or greater up- or down-regulated in each of these clusters and genes associated with these ontologies are listed in the boxed text. Data are represented in heat map form where green represents down-regulated gene expression, red represents up-regulated expression, with relatively unchanged expression coloured black.

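The interferon-induced list had its highest median at 4 weeks p.i., at 1.11 on the log2 scale, while the neutrophil list went from 0.44 at 4 weeks to 3.63 at 7 weeks. When each probe past the F test was put in a pattern by its 3 log2 ratios, 6992 were down-regulated, 340 up-regulated early, 1946 consistently up-regulated and 767 up-regulated late. Of these, 1360, 44, 476 and 288 were at least 2-fold away from the uninfected pool at some week. A down-regulated probe had a mean ratio under 0. Early and late probes peaked at 4 or 7 weeks with a ratio at the other end under 50% of the peak.
Probes called at 1 week were often called at another. At both 6 and 7 weeks 377 probes were higher and 711 lower, where independent calls would give 17.3 and 57. At both 4 and 6 weeks 196 were higher and 94 lower, against 7.7 and 7.7. Simulated unchanged groups that share their controls gave 0 such probes on average. Such groups give almost no calls at all, so this says nothing about the overlap among called probes. In these simulations, which hold hybridisation error only, shared controls gave fold changes a correlation of 0.502 between 6 and 7 weeks across probes, against 0.80 in the data. Probes are not independent replicates, and the 2 uninfected hybridisations are too few to split, so the part of the overlap that comes from the shared controls is not known. Pearson clustering into 4 groups, with its linkage chosen here, gave 6548, 822, 0 and 2675 probes for the same 4 patterns.

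**Figure D1:**
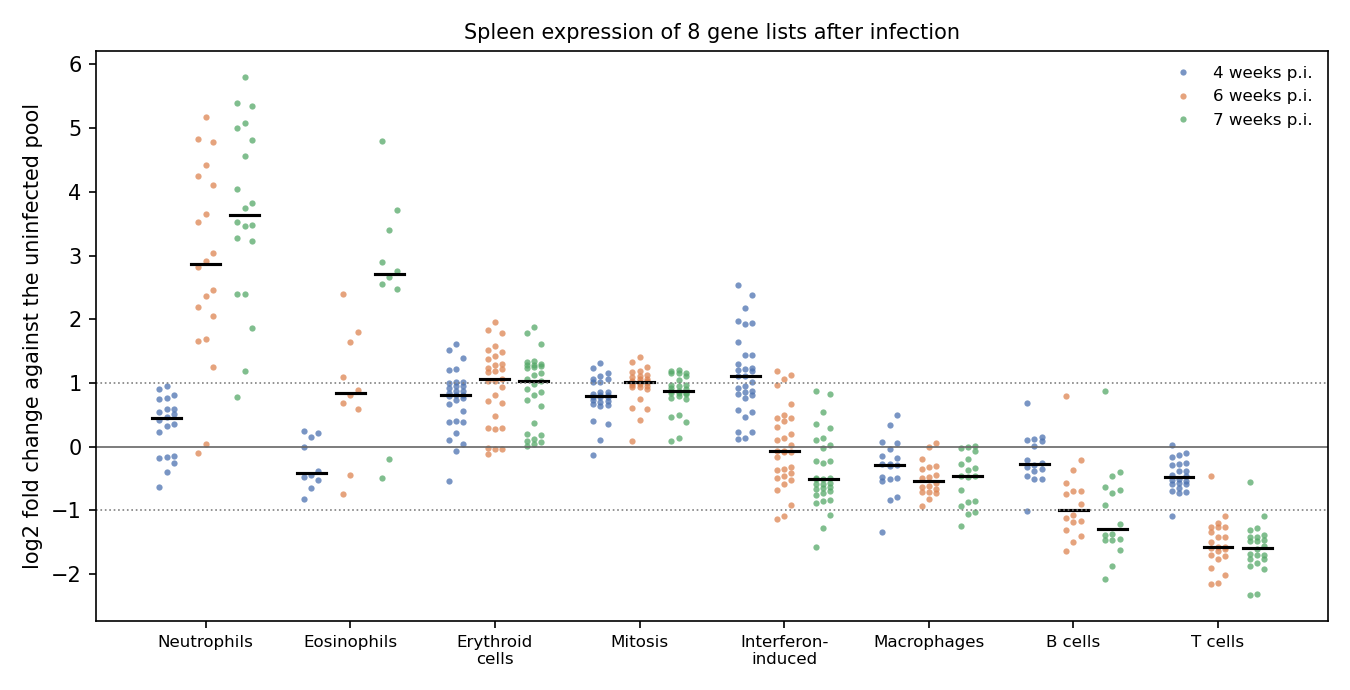
Log2 fold change against the uninfected pool of each measured gene of 8 lists at 4, 6 and 7 weeks p.i. Points are genes, black bars are list medians and dotted lines mark a 2-fold change. Neutrophil genes reach a median of 3.63 at 7 weeks, and interferon-induced genes have medians of 1.11, -0.07 and -0.51 at 4, 6 and 7 weeks.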

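Lists of plasma cell, immunoglobulin, neutrophil, erythroid, heme biosynthesis, mitosis, DNA replication, histone, glycolysis and peroxidase genes had a median above 97.5% of the random lists at each of 4, 6 and 7 weeks p.i. Lists of T cells, macrophages, lymphoid stroma and chemokine ligands, and the 2 lists of chemokines and lymphocyte cytokines that the study names, had a median below 97.5% of them at each week. The study named the genes of these last 2 lists as down-regulated on the same samples, so their low rank is not independent evidence. The lists of T cells, lymphoid stroma and chemokine ligands also hold genes that it names as down-regulated, which limits their ranks in the same way. Eosinophil, megakaryocyte and mast cell or basophil lists were above the upper limit at 6 and 7 weeks, the eosinophil and megakaryocyte lists having been below the lower limit at 4 weeks (percentiles 0.12 and 1.95), and the B cell, NK cell, dendritic cell and chemokine receptor lists were below the lower limit at 6 and 7 weeks. The lists of interferon-induced genes, adipose tissue and alternatively activated macrophages were above the limit at 4 weeks and not at 6 or 7 weeks, the endothelial list (percentile 0.02) was below the lower limit at 4 weeks alone and the pancreas list at 4 and 7 weeks, and the interferon-induced list was below the lower limit at 7 weeks, at percentile 0.2. With quantile normalization the megakaryocyte list (5.3), the chemokine ligands and the alternatively activated macrophages no longer passed at 4 weeks, nor did the macrophages at 7 weeks.
The angiogenesis, anti-apoptotic and Th1 lists were below the lower limit at 6 weeks alone, and the coagulation list above the upper limit at 7 weeks alone. In all, 23 of the 40 lists were past the limit at 4 weeks (13 above and 10 below), 26 at 6 weeks (13 and 13) and 26 at 7 weeks (14 and 12). The ribosomal protein list, kept as a reference for scaling, had 72 measured genes, 1 of them lower at 7 weeks (1 adjusted over the list alone) and medians of 0.09, 0.04 and -0.12. With scaling to the median of the detected probes, chosen after seeing the data, its 7-week median was 0.14. A percentile describes these pools, since each group is 1 pool of RNA, and 2 lists that share genes are not independent. The counts of lists include those of genes that the study names from the same samples. Many other lists hold such genes too. Among them are the lists of angiogenesis, eosinophils, neutrophils, heme biosynthesis, interferon-induced genes and mitosis. Those of T cells, B cells, megakaryocytes, chemokine ligands and lymphoid stroma do so as well. Their counts and ranks are thus not wholly independent evidence.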

Functional annotation clustering of genes 2-fold or greater up- or down-regulated revealed that each of these gene clusters was associated with distinct gene ontologies (Figure 4; Table S2). Accession numbers and Illumina Probe IDs of genes of interest are provided (Table S3).

There was significant and sustained down-regulation of genes associated with B-cell and T-cell activation and proliferation, including components of the B- and T-cell receptor complexes including immunoglobulin genes (*Igh-VJ558*, *Igh-VS107*), B-cell receptor accessory molecules (e.g. *CD79a,b*), T-cell receptor chains (*Tcrd-V1*, *Tcrb-V8.3*, *Tcrb-V8.2*, *Tcrb-V13*) and T-cell receptor accessory molecules (*CD3e,d,g,z*). Additionally, there was sustained down-regulation of several cytokines and cytokine receptors associated with lymphocyte activation (e.g. *IL21r*, *IL2rg*, *IL27ra*, *IL18r1*, *IL7r*, *IL7*, and *IL18*). 

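T-cell genes were lower at 6 and 7 weeks p.i.: of 22 measured, 1 fell at 4 weeks, 21 at 6 weeks and 21 at 7 weeks, and 0 rose at any week (1, 21 and 21 fell adjusted over the list alone). The CD3 chains carry the signal of the T-cell receptor. Cd3e had log2 fold changes of -2.14 (SE 0.13) at 6 weeks and -2.32 (SE 0.13) at 7 weeks (adjusted p = 1.08e-11 and 7.77e-13 from limma), Cd3g -2.16 and -2.32, and Cd3d -1.59 and -1.71. The CD3 zeta chain, Cd247, was at least 2.32-fold lower at 7 weeks, where it was not detected. The receptor genes the paper calls Tcrb-V13, Tcrb-V8.2 and Tcrb-V8.3 fell by 2.15, 2.13 and 2.22 on the log2 scale at 7 weeks, and Tcrd-V1 was at least 1.68-fold lower at 6 weeks. Cd4 had values of -0.46 and -0.56 at 6 and 7 weeks, short of 2-fold.
Of 16 B-cell genes, 1, 8 and 9 fell at 4, 6 and 7 weeks and 0 rose (1, 8 and 9 adjusted over the list alone). They include Fcer2a, the low-affinity IgE receptor (-2.07 at 7 weeks) and Cd79b, a signalling chain of the B-cell receptor (-1.63). Its partner Cd79a had values of 0.10, -0.70 and -0.73 at 4, 6 and 7 weeks.
Among immunoglobulin genes rises outnumbered falls. Of 84 measured, 38, 37 and 51 rose at 4, 6 and 7 weeks and 1, 4 and 2 fell (the same numbers adjusted over the list alone), with medians of 0.81 and 0.86 at 4 weeks on the 2 shared chips. Igkv19-93, a light chain variable gene, rose by 10.1-fold at 7 weeks, while Igkv4-86 fell by 2.22 on the log2 scale at 6 weeks. Igh-VS107 had values of -0.82, -1.04 and -0.58, a fall at 6 weeks, and Igh-VJ558 had values of -0.83, -0.56 and -0.10 as the mean of 2 probes, while the one in the paper's table of probes had -1.51, -1.14 and -0.36 and fell at 4 and 6 weeks. Probes for variable genes can bind RNA of related variable genes.
The call of Igh-VS107 is lost with quantile normalization, neqc, no detection filter and scaling to the detected median, and that of Cd247 with no detection filter, with which 13 T-cell genes fell at 6 weeks. With quantile normalization 5 B-cell genes fell at 6 weeks, and with scaling to the detected median, chosen after seeing the data, 4 did, and 2 immunoglobulin genes fell then. At 4 weeks 3 immunoglobulin genes fell with neqc or without the first 4-week hybridisation.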

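Of these 7 cytokine and receptor genes, 2 fell at 4 weeks p.i., 6 at 6 weeks and 5 at 7 weeks, and 0 rose (2, 6 and 5 adjusted over the list alone). The study chose this list on the same samples, so the count is not independent evidence. Il2rg, the chain shared by receptors of several lymphocyte cytokines, had log2 fold changes of -1.51 (SE 0.13) at 6 weeks and -1.76 (SE 0.13) at 7 weeks (adjusted p = 1.38e-10 from limma at 7 weeks). Il27ra, the receptor of IL-27, had values of -1.38 and -1.63, and Il21r, the receptor of a cytokine of helper T cells, had values of -1.11 and -1.28, all of them falls. At 4 weeks Il2rg was at -0.78, Il27ra at -0.29 and Il21r at -0.45. The falls of Il21r end with no detection filter, which lets undetected probes into the gene's mean, and its fall at 6 weeks also ends with quantile normalization, without 1 of the 6-week hybridisations, and with scaling to the detected median, chosen after seeing the data. With no detection filter 3 genes of the list fell at 6 weeks and 3 at 7 weeks.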

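Ccl19, which guides lymphocytes and dendritic cells in the spleen, had log2 fold changes of -2.05 (SE 0.15) at 6 weeks and -2.11 (SE 0.15) at 7 weeks p.i. (adjusted p = 9.46e-11 from limma at 7 weeks), and Ccl21b, also a ligand of the receptor Ccr7, had values of -1.88 and -1.74. Xcl1, a chemokine of T and NK cells that attracts dendritic cells, had the largest measured falls, by 2.08 and 2.57 on the log2 scale, and Ccl5, made by T and NK cells, fell by 1.54 and 1.36. Of the chemokines that the study names as down-regulated, 3 lay over 6 log2 units in the uninfected pool. Their falls may be understated, so the rank of Xcl1 over them is not known. Cxcl12, a stromal chemokine, fell by 1.04 at 4 weeks and 1.32 at 6 weeks, with -0.99 at 7 weeks, short of 2-fold.
Of the 10 chemokines that the study names as down-regulated in the spleen, 1 fell at 4 weeks, 8 at 6 weeks and 7 at 7 weeks, with 0 higher (1, 8 and 7 adjusted over the list alone). These were chosen on the same samples and are not independent evidence. Over all 25 measured chemokine ligands, 2, 8 and 7 fell and 0, 1 and 2 rose at 4, 6 and 7 weeks (the same numbers adjusted over the list alone). The ligands that fell at 6 and 7 weeks were all among the 10 that the study names, so this count is no wider evidence. Between 7 and 4 weeks, 9 ligands were lower and 4 higher. Among 13 receptors, 4 fell at 6 weeks and 4 at 7 weeks, Ccr7 by 2.02 and 1.91, while Cxcr3, a receptor of activated T cells, rose at 4 weeks (1.29), the single riser of that week, and Cxcr2, a receptor of neutrophils, the single riser at 7 weeks (1.18) (the same numbers adjusted over the list alone). The fall of Cxcl12 ends at both weeks with no detection filter, and at 4 weeks also without 1 of the uninfected hybridisations and with scaling to the detected median, chosen after seeing the data. With that scaling and with quantile normalization, 1 receptor fell at 6 weeks and 4 ligands rose at 7 weeks, as did 4 with neqc and without the first 7-week hybridisation. With that scaling and without the second uninfected hybridisation, 0 ligands fell at 4 weeks.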

Down-regulation of genes associated with chemotaxis, including numerous chemokines (*CCL4,-5,-19,-21a–c*, *CXCL9,-12,-13*, *XCL1*), was also a prominent feature of the splenic transcriptional response to schistosome infection. Genes involved in morphogenesis and angiogenesis (e.g. *Fgf1*, *Pdgfa*, *Vegfc*, *Ctgf*, *Tgfbr2*) were also down-regulated from 4 weeks p.i.

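The angiogenesis list of 22 measured genes had 1, 6 and 4 falls at 4, 6 and 7 weeks p.i. and 0 rises (1, 6 and 4 adjusted over the list alone). The list holds Fgf1, Pdgfa, Vegfc, Ctgf and Tgfbr2, which the study names as down-regulated on the same samples, so its counts are not independent evidence. Its fall at 4 weeks was that of Angpt2, an antagonist of the endothelial receptor Tie2, at -1.11, followed by -1.65 and -1.33. Vegfc, a growth factor of lymphatic vessels, had log2 fold changes of -0.82, -1.22 and -0.89 at the 3 weeks, with SE 0.13 and an adjusted p of 1.23e-07 from limma at 6 weeks, when it fell. The growth factor Fgf1 was at -0.80, -1.18 and -1.05 and fell at 6 and 7 weeks. Pdgfa, a growth factor of mesenchymal cells, was at -0.77, -0.96 and -1.12 and fell at 7 weeks. Ctgf, a matrix-associated growth regulator, fell at 6 weeks alone, with values of -0.62, -1.22 and 0.10, and Tgfbr2, a receptor of TGF-β, fell at 6 and 7 weeks, with values of -0.31, -1.14 and -1.29.
With no detection filter 3 genes of the list fell at 6 weeks and 1 at 7 weeks, and the calls of Angpt2 at 4 and 7 weeks, Fgf1 and Tgfbr2 are lost. Quantile normalization ends the calls of Angpt2 at 4 weeks, Fgf1 and Pdgfa and turns the 7-week median of the list from -0.23 to 0.03. At 7 weeks 2 genes fell with quantile normalization, without the first 7-week hybridisation and with scaling to the detected median, chosen after seeing the data, with which 3 fell at 6 weeks.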

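Of 26 measured genes of mitosis, 8, 15 and 7 rose at 4, 6 and 7 weeks p.i. and 0 fell (8, 15 and 7 adjusted over the list alone). The medians were 0.80, 1.01 and 0.87 on the log2 scale, above each of the 10000 random lists, and 0.86 and 0.77 at 4 weeks on the 2 shared chips. Aurkb, a kinase of chromosome segregation, had log2 fold changes of 1.31, 1.19 and 1.16 with SE 0.13 (adjusted p = 1.51e-07 from limma at 4 weeks), and the spindle factor Tpx2 had 1.23, 1.40 and 1.20. Mki67, which encodes the proliferation marker Ki-67, rose by 2.03-, 2.04- and 2.23-fold.
E2f1, a transcription factor of S-phase entry, had values of 0.77, 1.12 and 0.95 and rose at 6 weeks, and E2f2 had 0.92, 0.99 and 1.23 and rose at 7 weeks. Ccnf (Cyclin F) was at least 1.91-fold higher at 6 weeks. Ccnd3 (Cyclin D3), a cyclin of the G1 phase, had values of 0.33, 0.40 and 0.48 as the mean of its probes, and 1.18, 1.54 and 1.32, each a rise, with its highest-signal probe, which is the probe in the paper's table of probes. No gene of the list differed by 2-fold between 7 and 4 weeks in limma's test. The 4-week count of the mitosis list was 5 without the first 4-week hybridisation or with no detection filter and 13 with neqc. Its 7-week count was 18 with quantile normalization, 21 with neqc, 21 with scaling to the detected median, chosen after seeing the data, 14 without the first 7-week hybridisation and 4 with no detection filter, where the calls of Mki67 end at every week. The calls of Mki67 at 4 and 6 weeks also end when a hybridisation is left out (the first uninfected or 4-week, or the other 6-week hybridisation), and that of Ccnf ends under 4 alternatives, among them no detection filter.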

Genes consistently up-regulated were predominantly associated with progression through the cell cycle and included key cell proliferation markers (e.g. *Mki67*) and genes associated with the M-phase of the cell cycle (e.g. Cell division cycle homologues, *E2F1* and *2*, *Cyclin D3*, *Cyclin F*). 

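Of 9 measured heme biosynthesis genes, 2, 2 and 5 rose at 4, 6 and 7 weeks p.i. and 0 fell (2, 2 and 5 adjusted over the list alone). Ppox, which makes protoporphyrin, had log2 fold changes of 1.14 (SE 0.13), 1.40 (SE 0.13) and 1.27 (SE 0.13) (adjusted p = 1.31e-08 from limma at 6 weeks). Fech, which inserts iron into the ring, had values of 0.74, 0.87 and 1.04 and rose at 7 weeks. Uros, which closes the ring of uroporphyrinogen, had values of 0.68, 0.93 and 0.33 as the mean of 3 probes, and rises of 1.38 and 1.30 at 6 weeks at the 2 of them in the paper's table of probes. The probe with 1.38, which has the highest signal, also rose at 4 weeks. The list's medians were 0.63, 0.87 and 1.04, above each of the 10000 random lists, and 0.68 and 0.60 at 4 weeks on the 2 shared chips.
The number of rises at 6 weeks was 4 with quantile normalization, 6 with neqc and 6 with scaling to the detected median, chosen after seeing the data, and Uros rose at 6 weeks in each of them. With the highest-signal probe 4 genes rose at 4 and at 6 weeks. Without the second 7-week hybridisation 2 genes rose at 7 weeks, and the call of Fech was lost.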

Significant up-regulation of key enzymes of the porphyrin and heme biosynthesis pathways (e.g. *Fech*, *Uros*, *Ppox*) was also observed.

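Interferon-induced genes rose mainly at 4 weeks p.i.: of 31 measured, 17 rose and 0 fell at 4 weeks, 3 rose and 2 fell at 6 weeks, and 0 rose and 3 fell at 7 weeks (the same numbers adjusted over the list alone). The 4-week medians on the 2 shared chips were 1.02 and 1.10. With the chip as a fixed block the 4-week counts were also 17 and 0, but that block leaves the fold changes as they are. In the test of 7 against 4 weeks, 24 genes were lower at 7 weeks and 0 higher. Oas2, which makes the activator of the antiviral RNase L, had a log2 fold change of 2.54 (SE 0.14) at 4 weeks (adjusted p = 4.90e-12 from limma), with 0.67 and 0.02 at 6 and 7 weeks. Irf7, a transcription factor of the type I interferon response, had 2.38 (SE 0.14) at 4 weeks, with 0.45 and -0.22 later, and Isg15, an interferon-induced ubiquitin-like protein, had 2.17, 1.18 and 0.83. Ifit2, which binds foreign RNA, rose at 4 weeks (1.19), with -0.92 and -0.89 later.
Ifit3, a relative of Ifit2, rose by 2.17-fold at 4 weeks and then fell, with -1.13 and -1.58 at 6 and 7 weeks. Its rise ends without the first 4-week hybridisation, and its fall at 6 weeks ends with quantile normalization, with no detection filter and with scaling to the detected median, chosen after seeing the data. In these 3 settings 0 genes of the list fell at 6 weeks, and with neqc 5 rose.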

Genes up-regulated early in infection were functionally associated with immune responses including several interferon-inducible genes such as *Irf7*, *Oas2*, *Ifit3* and *Ifit2*. 

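Pf4, the platelet chemokine CXCL4, had log2 fold changes of -0.24, 1.66 and 1.27 at 4, 6 and 7 weeks p.i., with SE 0.17 (adjusted p = 4.24e-08 from limma at 6 weeks). S100a8, a calcium-binding protein of neutrophils that attracts leukocytes, rose by 3.23- and 3.64-fold at 6 and 7 weeks, values that may be understated as it lay over 6 log2 units above the array median in every pool. Of 13 genes of coagulation and wounding, 0, 3 and 3 rose and 1, 0 and 0 fell at 4, 6 and 7 weeks (the same numbers adjusted over the list alone), led by the clotting factor gene F10 (1.94 and 2.46 at 6 and 7 weeks). Between 7 and 4 weeks 5 of them were higher.
Of 19 glycolysis genes, 0, 1 and 2 rose and 1 fell, at 7 weeks (the same numbers adjusted over the list alone). Hk3, a hexokinase of myeloid cells, had values of 1.27 and 1.80 and Pkm, a pyruvate kinase, rose by 2.31-fold at 7 weeks. Of 11 peroxidase and peroxiredoxin genes, 0, 3 and 4 rose and 0 fell (the same numbers adjusted over the list alone), among them Gpx3, a secreted glutathione peroxidase (1.18 and 1.40). The peroxidase list also holds Mpo and Epx, which belong to the neutrophil and eosinophil lists.
The call of Pf4 at 7 weeks ends without the second uninfected hybridisation, that of Gpx3 at 6 weeks without the first, and those of Hk3 with no detection filter. At 7 weeks 4 glycolysis and 5 coagulation genes rose with quantile normalization, and the same numbers without the first 7-week hybridisation. With neqc 3 glycolysis and 5 coagulation genes rose at 6 weeks and 6 and 5 at 7 weeks, and with scaling to the detected median, chosen after seeing the data, 5 peroxidase genes rose at 6 weeks and 5 glycolysis and 5 coagulation genes at 7 weeks.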

Genes up-regulated in the spleen later in infection were associated with wound healing and defence responses as well as chemotaxis (e.g. *CXCL4*, *CCL8*, *S100A8*), glycolysis and peroxidase activity. 

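Neutrophil genes rose strongly after 4 weeks: of 20 measured, 0, 18 and 19 were higher at 4, 6 and 7 weeks p.i. and 0 were lower (0, 18 and 19 adjusted over the list alone). Elane, the neutrophil elastase that the paper calls NE, had log2 fold changes of 4.78 (SE 0.13) at 6 weeks and 5.39 (SE 0.13) at 7 weeks (adjusted p = 6.92e-20 from limma at 7 weeks). Ngp, a neutrophil granule protein, rose by 19- and 33.8-fold, and Mpo, the myeloperoxidase, by 21.4- and 28-fold. These 3 genes lay over 6 log2 units above the array median at 6 and 7 weeks, near the top of the arrays, so the values may be understated. At 4 weeks Elane was at 0.74 and Ngp at 0.91. In the test of 7 against 4 weeks all 20 measured neutrophil genes were higher.
Of 10 eosinophil genes, 0, 4 and 8 rose and 0 fell at 4, 6 and 7 weeks (0, 4 and 8 adjusted over the list alone), and 8 were higher at 7 than at 4 weeks. Epx, the eosinophil peroxidase, rose by 5.28-fold at 6 weeks and 27.9-fold at 7 weeks. The eosinophil ribonuclease genes Ear1, Ear2, Ear3, Ear6 and Ear10 had values of 2.89, 2.56, 2.48, 3.71 and 2.75 at 7 weeks, all rises, and their similar sequences can share signal. The paper names Epx and these Ear genes as rising on the same samples, so the counts of the eosinophil list are not independent evidence. From 6 to 7 weeks, on the 2 chips that held both pools, the eosinophil list differed by a median of 1.89 and 1.71 and the neutrophil list by 0.79 and 0.80. Of the neutrophil genes 11 lay over 6 log2 units in some pool, which can compress this difference. The 9 that did not differed by 1.05 and 1.24 and the 6 such eosinophil genes by 1.94 and 1.91, a choice of genes made after seeing the data.
Among the chitinase-like genes, Chi3l1 (now Chil1) had values of 2.71 and 3.90 at 6 and 7 weeks and Chi3l4 (Chil4) 3.92 and 4.97. At 4 weeks the neutrophil count is 2 with quantile normalization and 4 with neqc.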

Other genes whose expression increased significantly over time included chitinase-like genes (e.g. *Chi3l1*, *Chi3l3*, *Chi3l4*), neutrophils markers (e.g. *Ngp*, *NE*), eosinophil markers (e.g. *Epx* and *Ear1–3,6,10*), Annexin a1 (*ANXA1*) and Cathelicidin Antimicrobial Peptide (*CAMP*).

#### Comparison of transcriptional profiles of the spleen and liver

Comparison of spleen and liver microarray datasets identified 297 genes that were commonly up-regulated and 78 genes that were commonly down-regulated. There was spleen specific up-regulation of 367 genes and specific down-regulation of 863 genes. 

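Spleen probes that the paper's comparison with the liver lists as higher in both organs were mostly higher at the later weeks here. Of 297 such probes, 109, 206 and 251 were higher at 4, 6 and 7 weeks p.i., and each of them at 1 week or more. Of 78 probes listed as lower in both organs, 13, 53 and 65 were lower. Of 367 listed as higher in the spleen alone, 127, 240 and 268 were higher, and of 862 listed as lower in the spleen alone in the copy used here, 1 fewer than the paper states, 105, 606 and 721 were lower. In the last list 5 probes had no call at any week and 8 were higher at 1 week or more, and 5 of the first list and 7 of the third were lower at 1 week or more.
The study made these lists from the same hybridisations, so the counts are not independent evidence. Each listed probe also passed limma's F test among the 4 pools. The liver values were not analysed here.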

Forty-one genes up-regulated in the spleen were down-regulated in the liver and 242 genes down-regulated in the spleen were concurrently up-regulated in the liver. There was liver specific up-regulation of 1,025 genes and down-regulation of 1,255 genes (Dataset S2; Table S4).

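The cyclin of mitotic entry, Ccnb1 (Cyclin B), rose by 2.09-fold at 4 weeks p.i. and 2.37-fold at 6 weeks, with a log2 fold change of 0.91 at 7 weeks (SE 0.14, adjusted p = 1.96e-07 from limma at 6 weeks). Cdc20, an activator of the anaphase-promoting complex, had values of 0.69, 1.09 and 0.84 and rose at 6 weeks. Cdca3, a trigger of mitotic entry, had 0.77, 1.00 and 1.05 and rose at 6 and 7 weeks. The calls of Cdca3 at both weeks end without the first uninfected hybridisation, and at 6 weeks also with quantile normalization and neqc.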

Up-regulation of the proliferation marker *Mki67* and genes associated with progression through the cell cycle was common to both liver and spleen (e.g. *Cyclin B*, *Cdc20*, *Cdca3*). Other commonly up-regulated genes included the chemokines *CCL8*, *S100A8*, *S100A9*, whose expression was higher in the liver [9]. 

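S100a9, which pairs with S100a8 in the neutrophil protein calprotectin, had log2 fold changes of 0.59 at 4 weeks p.i., 2.46 (SE 0.14) at 6 weeks and 2.39 (SE 0.14) at 7 weeks in the spleen (adjusted p = 1.64e-12 from limma at 7 weeks). Ccl8, a chemokine of monocytes and eosinophils, was not detected in the uninfected pool and was at least 1.83-fold higher at 7 weeks. That call ends without the second uninfected hybridisation and without the second at 7 weeks.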

Commonly down-regulated genes included some members of the Cytochrome P450 family (*Cyp27a1*, *Cyp2d22*, *Cyp4f13*, *Cyp4v3*) that have been associated with heme or iron binding, or mono-oxygenase activity.

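Of 17 measured cytochrome P450 genes, 0, 5 and 3 fell at 4, 6 and 7 weeks p.i. and 0 rose (0, 5 and 3 adjusted over the list alone). Cyp4f13, of a family that oxidises fatty acids and leukotrienes, had log2 fold changes of -0.82, -1.25 and -0.69 at the 3 weeks and fell at 6 weeks (SE 0.13, adjusted p = 6.47e-08 from limma). Cyp27a1, a sterol hydroxylase, had -0.62, -1.03 and -1.12, and Cyp4v3, of the same family as Cyp4f13, had -0.62, -1.06 and -1.21. Both fell at 6 and 7 weeks. Cyp2d22 had -0.53, -0.55 and -0.31 as the mean of its probes, and -1.21 and -1.16 at 4 and 6 weeks, each a fall, with its highest-signal probe or with a stricter detection limit. Cyp2e1, an enzyme of ethanol and ketone oxidation, fell by 1.27 and 1.16 on the log2 scale at 6 and 7 weeks.
With quantile normalization and with scaling to the detected median, chosen after seeing the data, 3 genes of the family fell at 6 weeks and 0 at 7 weeks, and the calls of Cyp27a1 and Cyp4v3 end at both weeks. Without the first 6-week hybridisation 3 genes fell at 6 weeks, and with no detection filter 1 fell at 7 weeks.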

#### Spleen specific responses

Elevated expression of genes encoding key enzymes of the heme and porphyrin biosynthesis pathways (e.g. *Fech*, *Uros*, *Ppox*) was specific to the spleen. 

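Alas2, the first enzyme of heme synthesis in red cells, had log2 fold changes of 0.56, 0.69 and 1.13 at 4, 6 and 7 weeks p.i. and rose at 7 weeks (SE 0.15, adjusted p = 2.04e-06 from limma), and Alas1, its counterpart in other cells, had -0.18, 0.98 and 1.51 and rose at 7 weeks. Of 14 iron-handling genes, 3 rose and 1 fell at 6 weeks, and 3 rose and 1 fell at 7 weeks (the same numbers adjusted over the list alone). The risers include Hp, haptoglobin, which binds free hemoglobin (2.99 and 4.11 at 6 and 7 weeks), and Tfrc, the transferrin receptor (1.78 and 1.62).
The call of Alas2 at 7 weeks ends without the second hybridisation of that week.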

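Il7, a survival cytokine that stromal cells make for lymphocytes, fell by 1.36, 1.72 and 1.63 on the log2 scale at 4, 6 and 7 weeks p.i. (SE 0.13, adjusted p = 6.68e-10 from limma at 6 weeks). Its receptor gene Il7r had log2 fold changes of -1.09, -1.70 and -1.56, each a fall. Il18r1, a receptor chain for IL-18, had -0.46, -1.28 and -0.97 and fell at 6 weeks. Il18, an inducer of interferon-γ, had -0.20, -0.75 and -0.84, short of 2-fold. With no detection filter, which adds undetected probes to a gene's mean, the calls of Il7 at each week and of Il18r1 end, and Il7 is at -0.28, -0.37 and -0.36. Quantile normalization ends the call of Il7r at 4 weeks.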

Sustained down-regulation of cytokine (*IL7*, *IL18*) and cytokine receptor genes (e.g. *IL7r*, *IL18r*, *IL21r*, *IL27ra*) associated with lymphocyte activation was observed in the spleen while their expression was unchanged in the liver.

#### Liver specific responses

Elevated expression of several procollagen genes, including *COL1A1*, as well as several profibrotic cytokines (*TGF-β*, *PDGF-β*, *EDN1*) was observed exclusively in the liver [9]. Similarly, there was significant down-regulation of numerous components of several metabolic pathways including lipid, fatty acid and amino acid metabolism [9].

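In the spleen, 0 of 15 measured genes of the extracellular matrix rose or fell at any week (0 adjusted over the list alone), and the medians of the list were -0.02, 0.01 and -0.03 on the log2 scale at 4, 6 and 7 weeks p.i. In limma's test at an unadjusted p under 0.05 and any fold change, 0 were higher and 3 lower at 4 weeks, 1 and 3 at 6 weeks, and 2 and 1 at 7 weeks. Col1a1, a chain of type I collagen, had log2 fold changes of -0.01, 0.16 and 0.04 (SE 0.15). Tgfb1, the profibrotic cytokine TGF-β, had 0.44, 0.70 and 0.63, Pdgfb, a growth factor of fibroblasts and stellate cells, had -0.04, 0.24 and 0.23, and Edn1, a vasoconstrictor peptide, had -0.22, -0.33 and -0.16, all short of 2-fold.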

#### Contrasting expression of genes associated with cell recruitment

Distinct differences were observed in the expression of genes associated with chemotaxis in the liver and spleen (Figure 5). 

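The B-cell attractant Cxcl13 fell by 1.23 on the log2 scale at 6 weeks p.i. and 1.60 at 7 weeks (SE 0.15, adjusted p = 5.43e-09 from limma at 7 weeks), with -0.08 at 4 weeks. The Ccr7 ligand genes Ccl21a and Ccl21c fell by 1.79 and 1.86 at 6 weeks and by 1.61 and 1.85 at 7 weeks, and the 3 Ccl21 genes are close paralogs whose probes can share signal. Ccl4, an inflammatory chemokine, had 0.28, -0.73 and -0.86 at 4, 6 and 7 weeks, and Cxcl9, an interferon-γ-induced attractant of T cells, had 0.57, -0.94 and -0.92, short of 2-fold. Ppbp, the platelet chemokine that the paper calls CXCL7, fell at 4 weeks (-1.04) and had 0.93 and 0.54 later.
Icam2, an adhesion molecule of endothelium, had -0.88, -1.43 and -1.71 and fell at 6 and 7 weeks, and Icam1, a ligand of leukocyte integrins, had -0.12, -0.85 and -1.01 and fell at 7 weeks. Among 16 measured genes of cell adhesion, 1, 4 and 4 fell and 0, 1 and 1 rose at 4, 6 and 7 weeks (the same numbers adjusted over the list alone). At 7 weeks 2 of them fell with quantile normalization, neqc, without the first 7-week hybridisation and with scaling to the detected median, chosen after seeing the data, with which 2 fell at 6 weeks. The call of Icam1 ends under 5 alternatives, among them quantile normalization and neqc, and that of Ppbp without the second uninfected hybridisation or the second at 4 weeks. With the highest-signal probe or a stricter detection limit Ccl4 is called lower at 7 weeks, at -1.16, and with the highest-signal probe Cxcl9 is called lower at 6 and 7 weeks, at -1.06 and -1.03.

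**Figure D2:**
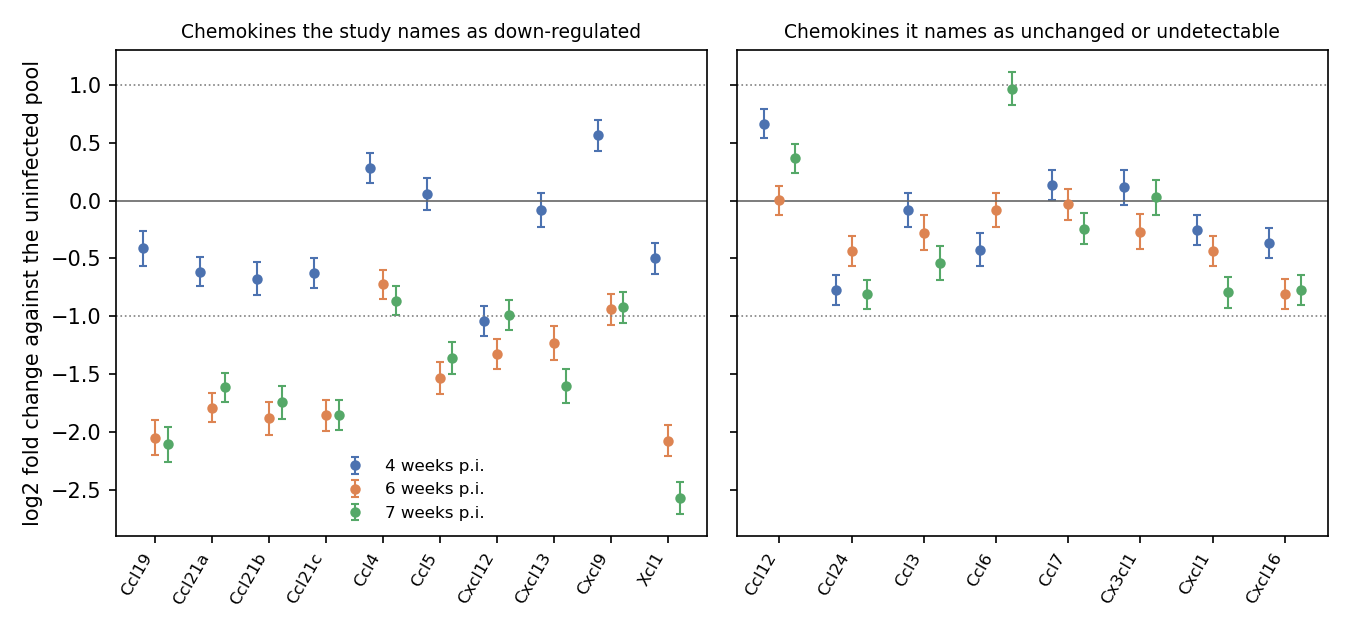
Log2 fold change against the uninfected pool of the measured chemokines that the study names as down-regulated (left) and as unchanged or undetectable (right) at 4, 6 and 7 weeks p.i. Bars are standard errors over hybridisations and dotted lines mark a 2-fold change. Xcl1 lies lowest at 7 weeks, at -2.57, but falls of genes over 6 log2 units in the uninfected pool may be understated.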

The chemokines *CCL4,-19,-21a-c*, *CXCL7,-9,-13* and the cell adhesion molecules *ICAM1*, *ICAM 2*, down-regulated in the spleen, were concurrently up-regulated in the liver [9]. Further, the chemokines *CCL3*, *-6*, *-7*, *-11*, *-12*, *-24*, *CXCL-1*, *-14*, *-16* and *CX3CL1* and the cell adhesion molecules *VCAM1*, *NCAM1*, *PECAM1* were up-regulated in the liver [9] while unchanged or undetectable in the spleen. 

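In the spleen, 0 of 8 measured chemokines of this group rose or fell at any week p.i. (0 adjusted over the list alone), and the medians of the group were -0.17, -0.27 and -0.39 on the log2 scale. The study chose this group on the same samples, so the count is not independent evidence. In limma's test at an unadjusted p under 0.05 and any fold change, 1 and 3 were higher and lower at 4 weeks, 0 and 3 at 6 weeks, and 2 and 4 at 7 weeks. Ccl11, an attractant of eosinophils, and Cxcl14 were detected in 0 of the 8 hybridisations. Ccl3, an inflammatory chemokine, had log2 fold changes of -0.08, -0.28 and -0.54 at 4, 6 and 7 weeks, Ccl7, an attractant of monocytes, 0.13, -0.03 and -0.24, Ccl24 -0.77, -0.44 and -0.81, Cxcl1, an attractant of neutrophils, -0.26, -0.44 and -0.79, and Cxcl16 -0.36, -0.81 and -0.77. Ccl12 was not detected in the uninfected and 6-week pools, and Cx3cl1, with 0.11 and 0.03 at 4 and 7 weeks, was not detected at 6 weeks. Ccl6, made by myeloid cells, had -0.43, -0.08 and 0.97. The adhesion gene Vcam1 had -0.04, -0.19 and -0.01, and Ncam1, not detected at 4 weeks, had 0.03 and 0.94 at 6 and 7 weeks. Pecam1, a molecule of endothelial junctions, had -0.81, -1.19 and -1.04 and fell at 6 and 7 weeks (SE 0.13, adjusted p = 1.58e-07 from limma at 6 weeks).
Ccl6 is called higher at 7 weeks under 5 alternatives, among them quantile normalization (1.22) and neqc (1.58), and so is Ncam1 (1.10 and 1.90). The call of Pecam1 ends with the highest-signal probe at both weeks and with quantile normalization and neqc at 7 weeks.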

Expression of chemokines (*CCL8*, *S100A8*, *S100A9*) up-regulated in both organs but was higher in the liver [9].

**Figure 5:**
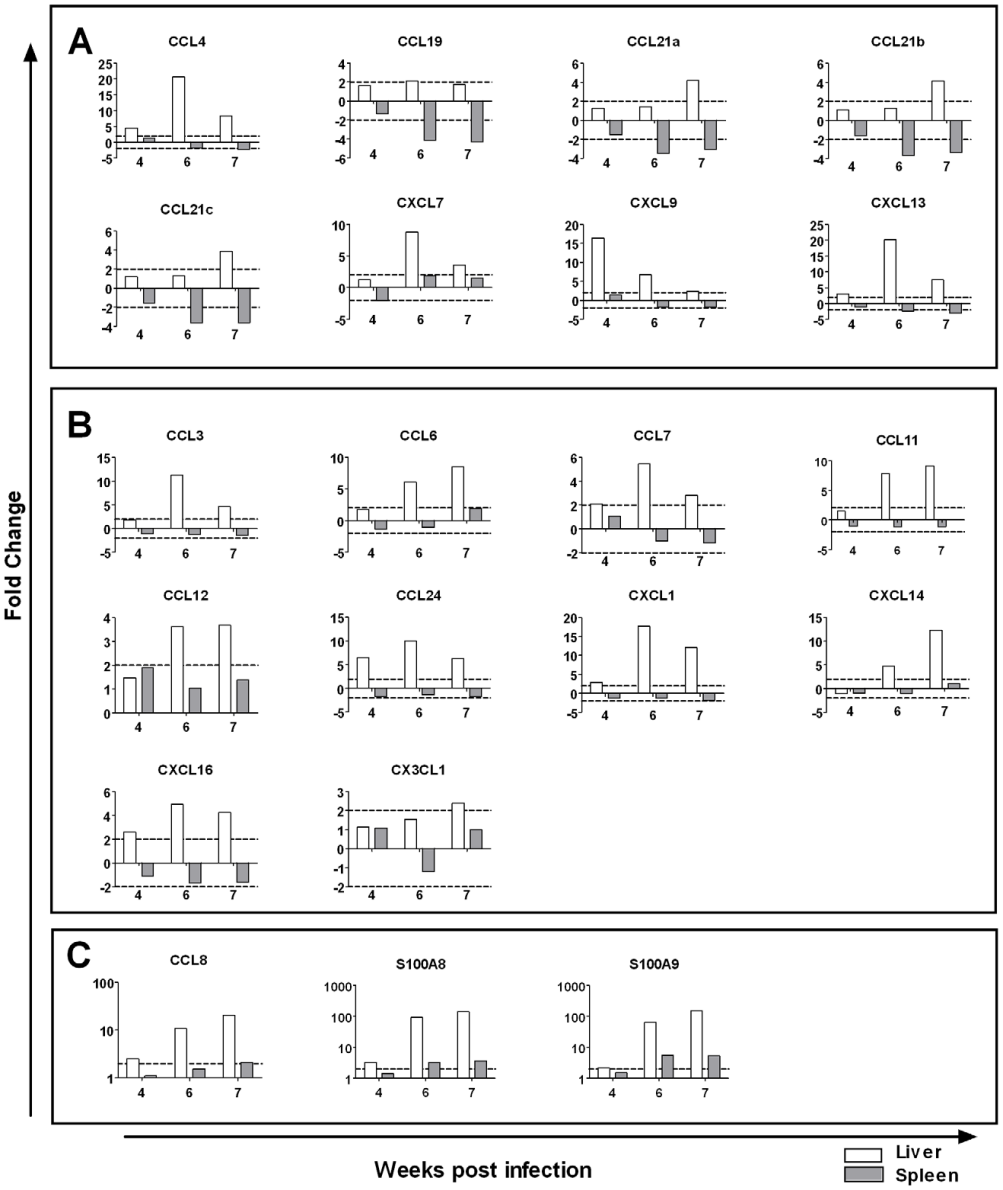
Contrasting expression of chemokines in the liver and spleen by microarray analysis. Comparison of spleen and liver transcriptional profiles identified a number of chemokines with contrasting expression. A: Chemokines up-regulated in the liver and down-regulated in the spleen during schistosome infection. B: Chemokines up-regulated in the liver and unchanged or below levels of detection in the spleen. C: Chemokines up-regulated in both organs showed greater expression in the liver. Graphs represent average fold change relative to uninfected tissue by microarray analysis. Dotted lines represent a ±2 fold cut-off for biological significance. Expression values for the liver are derived from our previous study of the transcriptional profile of the *S. japonicum* infected liver [9].

### Real-Time PCR

Real-time PCR was performed on a subset of genes representative of transcripts that were highly up- or down-regulated in the spleen (*NE*, *EPX*, *Chi3l3*, *CXCL13*); exhibited contrasting expression in the liver and spleen (*CXCL13*, *CXCL1*, *CXCL9*) and are key genes from important biological categories identified by DAVID analysis (Cell cycle: *Mki67*; Chemotaxis: *CXCL1*, *CXCL4*, *CXCL9*, *CXCL*13); as well as genes encoding Th1/Th2 cytokines (*IFN-γ*, *IL-4*). The results of the real-time PCR analyses correlated closely with those observed by microarray analysis (Spearman's correlation r = 0.93, p≤0.0001, n = 36) (Figure S1).

## Discussion

To date, there have been no studies conducted to specifically define the molecular or transcriptional processes occurring in the spleen during infection with any schistosome species. We have reported here the first such study employing microarray analysis in combination with flow cytometry and histochemistry to characterise the transcriptional and cellular profile of the spleen following schistosome infection, comparing these changes with those occurring in the liver [9].

Overall, the transcriptional response of the spleen reflected cellular changes in this organ during progression of *S. japonicum* infection. Significant up-regulation of proliferation markers and genes associated with the cell cycle and lymphocyte proliferation paralleled the expansion of T- and B-cells within the spleen. Similarly, the significant down-regulation of genes associated with T- and B-cell receptor signalling reflected the decrease in the relative proportion of these cells in the splenic compartments over time. 

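Of 25 replication genes, 1, 6 and 1 rose at 4, 6 and 7 weeks p.i. and 0 fell (1, 6 and 1 adjusted over the list alone), with medians of 0.51, 0.76 and 0.43 on the log2 scale. Cdc6, which loads the replicative helicase, had values of 1.02, 1.17 and 0.57, and Mcm2, a subunit of that helicase, rose by 2.23-fold at 6 weeks (SE 0.13, adjusted p = 3.10e-07 from limma). Of 41 histone genes, 0, 7 and 12 rose and 0 fell (0, 7 and 12 adjusted over the list alone), and H2bc3, a replication-dependent histone H2B gene, had 1.38 and 1.39 at 6 and 7 weeks.
With quantile normalization 10 and 5 replication genes rose at 6 and 7 weeks and 19 histone genes at 7 weeks. With neqc 7, 15 and 6 replication genes rose at 4, 6 and 7 weeks and 17 and 22 histone genes at 6 and 7 weeks, and with scaling to the detected median, chosen after seeing the data, 3, 11 and 6, and 16 and 19. Without the first 7-week hybridisation 3 replication genes rose at 7 weeks. The call of Cdc6 at 4 weeks ends without the second uninfected hybridisation, and its calls at 4 and 6 weeks end with no detection filter.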

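The test of 7 against 4 weeks had 15 of the 22 T-cell genes and 9 of the 16 B-cell genes lower at 7 weeks, with 0 of either higher. Cd8a, a coreceptor of cytotoxic T cells, had log2 fold changes of -0.58, -1.90 and -1.87 at 4, 6 and 7 weeks p.i. (SE 0.13, adjusted p = 5.95e-11 from limma at 7 weeks), and the 6- and 7-week falls end with no detection filter. On the 2 shared chips the T-cell list had medians of -0.38 and -0.51 at 4 weeks, and the B-cell list -0.25 and -0.26. The paper states that the lower expression of T- and B-cell receptor genes mirrors the smaller relative share of these cells over time, which it counted by flow cytometry.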

The down-regulation of the cytokines that promote Th1 development from 6 weeks p.i. could favour the development of a Th2 response and reflects the shift from a Th1 to a Th2 dominant response observed in the liver at this time point [1], [8], [9]. 

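Of 15 measured Th1 cytokines and regulators, 1, 0 and 1 rose and 0, 3 and 3 fell at 4, 6 and 7 weeks p.i. (the same numbers adjusted over the list alone). Between 7 and 4 weeks 5 were lower and 1 higher. Stat4, the transcription factor that IL-12 activates, had log2 fold changes of -0.47, -1.09 and -1.04 and fell at 6 and 7 weeks (SE 0.13, adjusted p = 2.60e-07 from limma at 6 weeks), and Lta, the gene of lymphotoxin-α, was at least 1.85-fold lower at 7 weeks. Ifng, the main Th1 cytokine, had 0.36, 0.09 and -0.09. Of 8 Th2 genes, 0 rose or fell at any week (0 adjusted over the list alone), although limma's unadjusted p was under 0.05, at any fold change, for 2 higher and 3 lower genes at 4 weeks, 2 and 4 at 6 weeks and 1 and 2 at 7 weeks. Il13, a cytokine of Th2 cells, had 0.08, 0.15 and 0.03. Il4 was detected in 2 of the 8 hybridisations, both of them at 4 weeks, and was left out by the detection filter.
The calls of Stat4 end with quantile normalization and with scaling to the detected median, chosen after seeing the data, with which 1 Th1 gene fell at 7 weeks.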

Further, down-regulation of a large cohort of genes predominantly associated with immune responses is likely to reflect attempts by the host to regulate the immune response to schistosome infection.

Loss of B-cells/T-cells following initial expansion could be due to cell death or migration from the spleen. 

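Of 30 measured pro-apoptotic genes, 0, 0 and 0 rose and 0, 0 and 2 fell at 4, 6 and 7 weeks p.i. (the same numbers adjusted over the list alone). The genes that fell at 7 weeks were Fasl, the death ligand of cytotoxic lymphocytes, at least 1.91-fold lower (adjusted p = 1.23e-06 from limma), and Pmaip1, the BH3 protein Noxa (-1.01). Bnip3l, a mitochondrial BH3 protein with the highest signal of the list, had log2 fold changes of -0.15, -0.28 and 0.32. Of 10 anti-apoptotic genes, 0, 3 and 3 fell and 0 rose (0, 3 and 3 adjusted over the list alone), with Bcl2, an inhibitor of mitochondrial apoptosis, at -1.25 and -1.23 and Bcl2a1a, its relative in leukocytes, at -1.16 and -1.50 at 6 and 7 weeks.
With quantile normalization and with scaling to the detected median, chosen after seeing the data, 0 pro-apoptotic genes fell at 7 weeks, and the list's 6-week median of -0.13 became 0.02 and 0.06. With that scaling 1 anti-apoptotic gene fell at 6 weeks. With neqc 3 pro-apoptotic genes fell at 6 weeks. With detection required in all 8 hybridisations 0 pro-apoptotic genes fell at 7 weeks, and with no detection filter the calls of Bcl2 end.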

We did not detect elevated expression of apoptosis-associated genes in the spleen but there was decreased expression of several chemokines, especially lymphocyte chemokines such as CXCL13, CCL21 and CCL19. Combined with the accumulation of these cells in the liver [9], these results suggest that cellular loss from the spleen is more likely due to migration than apoptosis. Further, it has been shown that *S. mansoni* infections are able to influence hematopoietic processes occurring in the bone marrow as well as the activity of bone marrow-derived cells (e.g [22], [23]). This raises the alternative possibility that infection-induced modifications in haematopoiesis occurring up-stream of the spleen, contribute to the loss of B- and T-cells from the spleen during *S. japonicum* infection. Further studies to define the contribution of specific chemokines, apoptosis and alterations to the haematopoietic process within the bone marrow are required if we are to fully comprehend the mechanisms involved.

Accumulation of eosinophils, neutrophils and macrophages in the spleen was paralleled by enhanced expression of neutrophil and eosinophil markers as well as genes known to be expressed at high levels in these cells such as annexin A1 (*ANXA1*) and Cathelicidin antimicrobial peptide (*CAMP*). 

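Anxa1, an inhibitor of leukocyte migration, had log2 fold changes of -0.08 at 4 weeks p.i., 1.98 (SE 0.15) at 6 weeks and 3.38 (SE 0.15) at 7 weeks (adjusted p = 1.57e-14 from limma at 7 weeks). Camp, an antimicrobial peptide of neutrophil granules, rose by 11.5- and 13.4-fold at 6 and 7 weeks, and Prg2, the eosinophil major basic protein, by 3.48- and 10.6-fold. Both lay over 6 log2 units above the array median at these weeks, so these values may be understated. Of 18 macrophage genes, 0, 0 and 0 rose and 1, 0 and 3 fell at 4, 6 and 7 weeks. The numbers were the same when adjusted over the list alone. These are RNA levels relative to the whole pool, while the paper measured macrophages by antibody staining of a surface protein in sections. The paper also reports heavier spleens, and relative RNA levels do not count cells. The macrophage counts of genes thus cannot decide whether these cells accumulated. Marco, a scavenger receptor of marginal zone macrophages, had -1.33, -0.73 and -1.24 and fell at 4 and 7 weeks. With quantile normalization and with scaling to the detected median, chosen after seeing the data, 0 macrophage genes fell at 7 weeks, and 1 or 5 did without the first or the second hybridisation of that week. Lower at an unadjusted p under 0.05 in limma's test were 15 at 6 weeks and 13 at 7 weeks.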

ANXA1 regulates polymorphonuclear leukocyte trafficking and function during innate immune responses and T-cell dependent inflammation during adaptive immune responses [24]. CAMP is known to have direct antimicrobial activity, is chemotactic for a variety of cells, and regulates production of pro-inflammatory cytokines [25]. The role of these genes in schistosomiasis has not been investigated but their increased expression in the spleen suggests that they may be involved in shaping the immune response to schistosome infections.

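Chil3, the chitinase-like protein Ym1 that the paper calls Chi3l3, was not detected in the uninfected pool and was at least 2.31-fold higher at 7 weeks p.i. (adjusted p = 1.81e-10 from limma), while at 6 weeks it was not called. Of 11 measured genes of alternatively activated macrophages, 0, 1 and 2 rose at 4, 6 and 7 weeks and 0 fell (0, 1 and 2 adjusted over the list alone). The risers were Chil3 and Chil4, and with neqc 3 genes rose at 6 weeks. Mrc1, the macrophage mannose receptor, had log2 fold changes of -0.79, -0.62 and -0.34 at 4, 6 and 7 weeks, and Retnla, a secreted protein of these cells, had 0.97, 0.67 and 0.77. The list's median of -0.09 at 7 weeks becomes 0.11 with quantile normalization and 0.17 with scaling to the detected median, chosen after seeing the data.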

Significant up-regulation of *Chi3l3* and increased staining for the macrophage marker F4/80 suggests that there may be an increase in the population of alternatively activated macrophages in the spleen during schistosome infection. Similarly, there was significant induction of the alternatively activated macrophage markers *Retnla* and *Mrc1* and increases in the number of F4/80^+^ macrophages in the liver. In light of recent studies demonstrating immunoregulatory roles for alternatively activated macrophages during Th2 responses [26], [27], [28], it is possible that their presence in the liver and spleen during schistosome infection represents a mechanism whereby the host regulates the immune response to infection at both the local and systemic level.

Comparison of the transcriptional profiles of the liver and spleen revealed common up-regulation of genes associated with progression through the cell cycle indicating that cellular proliferation is occurring in both organs during infection. Up-regulation of components of the heme and porphyrin metabolism pathways was specific to the spleen and likely reflects increased blood volume passing through this organ associated with portal hypertension.

Up-regulation of extracellular matrix components, as well as the profibrotic cytokines *TGF-β*, *EDN1* and *PDGF-β*, was enhanced in the liver but remained unchanged in the spleen reflecting the development of fibrosis [9]. Similarly, there was liver specific down-regulation of many components of several metabolic pathways including, but not restricted to, metabolism of xenobiotics, bile acid biosynthesis, fatty acid metabolism and glutathione metabolism [9]. As discussed previously [9], these results are consistent with studies of the metabolic function of the liver following schistosome infection and are indicative of decreased liver function associated with hepatic injury [29], [30], [31].

The most striking difference between the liver and spleen was the contrasting expression of genes involved in cellular recruitment (Figure 5). Several chemokines, including lymphoid homing and T-cell chemokines (e.g. *CXCL13*, *CCL19*, *CCL21a–c*), were significantly up-regulated in the liver [9] but down-regulated in the spleen. Further, expression of eosinophil (*CCL24*), neutrophil (*CXCL1*) and macrophage/monocyte (*CCL6*, *CCL7*, *CXCL14*) chemokines and the cell adhesion molecules *VCAM1*, *NCAM1*, *PECAM1* was enhanced in the liver [9] but was unchanged or undetectable in the spleen. The differential expression of these genes likely contributes to the generation of a chemotactic signalling gradient promoting the recruitment of effector cells, including eosinophils, neutrophils and lymphocytes, to the liver during infection leading to the development of granulomas and fibrosis [9]. The observed loss of T- and B-cells from the spleen after initial expansion at 4 weeks p.i. is, therefore, more likely due to migration of these cells from this organ to the peripheral tissues than cell death. Similar induction of CCL21, CXCL16, CXCL9 and CXCL13 in the liver in other models of hepatic disease suggests that common mechanisms regulate the recruitment of lymphocytes to the liver following inflammation [32], [33], [34]. Down-regulation of lymphoid homing chemokines in the spleen has been implicated in alterations in lymphoid structure during *Leishmania* infection [2], altered motility of dendritic cells and lymphocytes following several viral infections [3], and with decreased responsiveness to secondary infection following primary infection with lymphocytic choriomeningitis virus (LCMV) or *Listeria monocytogenes* [3]. The down-regulation of these chemokines during *S. japonicum* infection may contribute to the significant changes observed in the spleen during schistosome infection and may go some way to explaining how schistosomes skew the immune response to other infections.

Comparison of the expression profiles of the liver and spleen clearly indicate that there is co-ordinated expression of chemokines in these organs during *S. japonicum* infection. Up-regulation of lymphocyte, eosinophil and monocyte chemokines in the liver [9], and down-regulation of the same chemokines in the spleen may contribute to the development of a chemotactic signalling gradient that promotes recruitment of these cells to the liver, thereby facilitating the development of granulomas and fibrosis. Furthermore, the down-regulation of homeostatic lymphoid chemokines, such as CXCL13 and CCL21, in the spleen could lead to disruption of the splenic architecture and the altered immune responses associated with schistosome infections. Additionally, we observed up-regulation of the alternatively activated macrophage marker Chi3l3 and the immunoregulatory molecules ANXA1 and CAMP in the spleen. These results suggest that the spleen may be an important site for the regulation of *S. japonicum*-induced immune responses. Together these data highlight the importance of the spleen to the immunopathogenesis of schistosomiasis and significantly enhance our understanding of the chemokine signalling pathways regulating the development of schistosome-induced granulomas and fibrosis.

## Supporting Information

Dataset S1 Gene lists generated by filtering and hierarchical clustering of microarray data from the spleen. Accession numbers, gene symbols and descriptions were not available for some genes.
(4.72 MB XLS)

Dataset S2 Gene lists generated by comparison of microarray data from the liver and spleen. - designates not detected. Accession numbers, gene symbols and descriptions were not available for some genes.
(1.03 MB XLS)

Figure S1 Real-time PCR correlated well with microarray results. Real-time PCR on a subset of genes expressed in the spleen correlated well with the results of microarray analyses (Spearman's correlation r = 0.93, p<0.0001, n = 36). Expression of genes analysed by real-time PCR is depicted in the line graphs and is displayed as mean fold change ±1SD relative to uninfected controls. Colour bars are representative of corresponding microarray data where down-regulation is coloured green, up-regulated expression is coloured red and relatively unchanged expression is coloured black. *p≤0.05, **p≤0.01, ***p≤0.001 in comparison to uninfected spleen unless otherwise indicated.
(0.27 MB TIF)

Table S1 Primers used for real-time PCR confirmation of microarray results. Primer source: 1. Chiu B-C, et al.(2003) Am J Respir Cell Mol Biol 29: 106–116. 2. Hesse M, et al. (2004) J Immunol 172: 3157–3166. 3. Amante FH, et al. (2007) Am J Pathol 171: 548–559.
(0.04 MB DOC)

Table S2 Top five functional annotation groups of spleen hierarchical clusters. The top five functional annotation groups and unique biological processes/molecular functions with statistical significance for each spleen hierarchical cluster are listed (p≤0.05). Functional annotation groups are ranked on the basis of enrichment score biological processes/molecular functions within these groups are ranked on the basis of their p-value (Modified Fischer's exact test, EASE score).
(0.14 MB DOC)

Table S3 Accession numbers and Illumina Probe IDs of genes of interest. Accession numbers and descriptions were not available for some genes.
(0.12 MB DOC)

Table S4 Key genes and functional categories showing differential expression in the liver and spleen. ^+^Expression values were generated from microarray data and are displayed as a ratio relative to un-infected mice; *Expression values represent the mean of two or more probes. ^#^Expression values for the liver are derived from our previous study of the transcriptional profile of the *S. japonicum* infected liver (Burke et al. 2009 PLoS NTD, In Press). - not detected.
(0.38 MB DOC)

# Supplementary material for: Co-ordinated Gene Expression in the Liver and Spleen during Schistosoma japonicum Infection Regulates Cell Migration
**Source:** PLoS Negl Trop Dis. 2010 May 18;4(5):e686. doi: 10.1371/journal.pntd.0000686
**Supplement:** Table S1 — Primers used for real-time PCR confirmation of microarray results. Primer source: 1. Chiu B-C, et al.(2003) Am J Respir Cell Mol Biol 29: 106–116. 2. Hesse M, et al. (2004) J Immunol 172: 3157–3166. 3. Amante FH, et al. (2007) Am J Pathol 171: 548–559. (0.04 MB DOC)

| **Gene Name** | **Forward Primer** | **Reverse Primer** | **Amplicon Length (bp)** | **Primer Source** |
| --- | --- | --- | --- | --- |
| *Chi3l3* | 5' gtt ttt cca cag cgc att ct | 5' tgg tgg ttt tac agg aag ca | 199 | Primer-Blast |
| *NE* | 5' gtg gtg act aac atg tgc cg | 5' cga agg cat ctg ggt aca at | 175 | Primer-Blast |
| *EPX* | 5' ggt ttc gag gga cat ctt ca | 5' ccc gtt acc ctc atc ttc aa | 155 | Primer-Blast |
| *CXCL4* | 5' gag ccc tag acc cat ttc ct | 5' gat ctc cat cgc ttt ctt cg | 187 | Primer-Blast |
| *Mki67* | 5' cag tac tcg gaa tgc agc aa | 5' cag tct tca ggg gct ctg tc | 170 | Primer-Blast |
| *CXCL9* | 5' ctg agg ctc acg tca cca agt c | 5' ggc tct agg ctg acc caa atg | 110 | 1 |
| *CXCL1* | 5' gct ggg att cac ctc aag aa | 5' tct ccg tta ctt ggg gac ac | 180 | Primer-Blast |
| *IL4* | 5' acg agg tca cag gag aag gga | 5' agc cct aca gac gag ctc act c | 101 | 2 |
| *IL13* | 5' ggc agc atg gta tgg agt gtg | 5' tgg gtc ctg tag atg gca ttg | 101 | 2 |
| *IFNG* | 5' cac ggc aca gtc att gaa ag | 5' gct gat ggc ctg att gtc tt | 198 | Primer-Blast |
| *HPRT* | 5' gtt gga tac agg cca gac ttt gtt g | 5' gat tca acc ttg cgc tca tct tag gc | 163 | 3 |

How the deposited data were processed for this re-analysis (not part of the article)

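Spleen RNA of mice infected with 20 cercariae, and of uninfected mice, was pooled and hybridised to Illumina mouse whole-genome BeadChips. There were 4 pools, uninfected and 4, 6 and 7 weeks p.i., and 2 hybridisations of each pool, 8 in all. The methods give 4 mice per pool and list 3 uninfected mice, so both numbers are given. The samples were grouped by the labels of the deposited series, and the replicate numbers are technical. Within the uninfected and 4-week pools, and within the 6- and 7-week pools, the replicate number is also the chip by the sample labels, and deviations of the replicates correlated across probes, at 0.2 and 0.308. Between pools on different chips the correlations were -0.182 to -0.023, so the number does not pair all 4 pools.

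The intensity values of the 8 deposited files are mean bead signals per probe, which the authors exported from GenomeStudio 1.1.1 without normalization, per the file headers. The paper and the authors' notes name BeadStudio 3 for quality control. The detection score in the same files was made by the authors' software relative to the negative control beads of each array, and rises with the signal as 1 minus p. The deposited series matrix holds ratio values, which the authors made in GeneSpring GX 7.3 by dividing each intensity by its array's 50th percentile and then by the mean of the uninfected hybridisations, with values under 0.01 set to 0.01. Recomputed from the intensities, 100% of these ratios lay within 0.1% of the deposited ones, apart from 21 and 22 values at the floor in the 7-week hybridisations. A further deposited table without gene names repeats the same signals and was not used.

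The per-hybridisation files hold 46632 probes and the series matrix 46643. Medians of the 8 arrays were 195.9 to 236.1, and 38.2% to 40.5% of probes were detected. Each intensity was divided by the median of its array and floored at 0.01, and log2 was taken. Probes with a detection score above 0.949 in at least 4 of 8 hybridisations were kept (18428 probes, 15226 of them detected in all 8). Gene names were matched by symbol: 25845 probes have a current symbol, 8320 an older symbol of a single gene, 372 a name from the paper's tables, and 12095 only the name in the file, 3162 of which were kept. The 13771 genes with a kept probe, 10753 of them with a symbol, were given the mean of their kept probes, and 3482 have more than 1. The names Igh-VJ558 were merged over upper and lower case after their values were seen.

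Pools were compared in R 4.3.3 with limma 3.58.1: a moderated F test among the 4 pools, and each week against the uninfected pool, 7 against 4 weeks and 7 against 6 weeks, with Benjamini-Hochberg adjustment over all kept probes or genes. Calls needed an adjusted p of at most 0.05 and a 2-fold difference. Tables and figures used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Where no hybridisation of a pool detected a gene, a bound was computed against the lowest detected intensity of that pool's arrays, and no fold was given where both pools were at background. The median of a list was ranked among 10000 random lists of the same size drawn from 20 bins of mean expression outside the list, and was called past the limit at or beyond percentiles 2.5 and 97.5.

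The 40 lists are those for B, plasma, T, NK, mast and dendritic cells, neutrophils, eosinophils, macrophages and alternatively activated macrophages, immunoglobulins, erythroid cells, heme synthesis, iron, megakaryocytes, endothelium, lymphoid stroma, extracellular matrix, pancreas, adipose tissue, mitosis, DNA replication, histones, interferon, chemokine ligands and receptors, 3 groups the study names, adhesion, angiogenesis, pro- and anti-apoptotic genes, Th1, Th2, glycolysis, peroxidases, coagulation, cytochrome P450 and ribosomal proteins. Lists defined by the start of a symbol take it literally, so the immunoglobulin list holds Ighmbp2, Igll1 and Iglon5 and the ribosomal list holds ribosomal kinases and pseudogenes. Members not found under a name in the files used, such as Gzma, Ly6g, Amy2, Il2, Mcm3 and Oas1a, were not analysed here. The genes named in the text are those the paper names, the 10 largest rises and falls per week among genes with a symbol detected in all 8 hybridisations, and list members with the largest change, or with the highest signal where none passed. Genes from the paper's tables had their published values seen beforehand, and Cd4, Cd8a, Sycn, Ins2, the Reg genes, the genes with opposite calls and Slamf7 were chosen after their values were seen. Some genes that this rule names are not reported here.

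The test was tried on simulated data with error of the size seen on these arrays, drawn for each probe on its own. Shifts shared by a whole array were not simulated, though the 7-week replicates differed by a median of -0.19 log2 units. False calls may thus be understated. With 50 probes changed at each size, 22%, 78%, 100% and 100% passed the adjusted p at 1.5-, 2-, 3- and 5-fold, 0%, 46%, 100% and 100% also passed the 2-fold threshold, and 4 of 18228 unchanged probes passed the adjusted p, 0 with the threshold.

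Alternatives were quantile normalization, background correction with quantile normalization (neqc), 16 signal units added before log2, no detection filter, detection in all 8 hybridisations, a detection p of at most 0.01, the authors' series matrix values, the analysis of variance of the methods, a prior variance that follows the mean, the replicate number or the chip as a block, the probe with the highest signal per gene, a 1.5-fold threshold, clustering, and leaving out each hybridisation. The median of the probes detected in all 8, leaving out the 7-week pool, leaving out 27 probes that follow the pancreas transcripts, the chip as a fixed block within the pairs of pools that share chips, clustering of the probes past the analysis of variance, and lists without the genes over 6 log2 units were chosen after seeing the data. Liver values, flow cytometry, histology and real-time PCR were not analysed here.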

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

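The tests of the explanations for the first 3 patterns were all chosen only after the results were seen, as were the choice of Ifit3, Trim30a and Selp among the genes with opposite calls, the exclusion of neutrophil and eosinophil genes before Ighg1 was taken, and the choice of lists in the last paragraph.

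The genes of the pancreas list, which the paper does not discuss, had a median log2 fold change of -7.75 in the 7-week pool (-7.31 with undetected genes at their bound), and 16 of the 18 were not detected there, while all 18 were detected in each of the other pools. Cela2a and Ctrb1, digestive enzymes, lay at 8.29 and 8.29 log2 units over the array median in the uninfected pool and at -0.20 and -0.11 at 7 weeks, and as 13 genes of the list lay over 6 units in the uninfected pool, near the top of the arrays, the falls may be understated. On the 2 chips that held both pools the list was lower at 7 than at 6 weeks, by a log2 difference of -7.36 on the chip where it was nearer 0, which argues against the chip or the scaling. The 13 acinar genes outside the list, Sycn among them, had a median of -5.84, but some were among the largest falls already seen when they were chosen, so they decide nothing. Both remaining explanations need RNA of pancreatic tissue in the uninfected, 4- and 6-week pools, where all 18 genes were detected. Whether the 7-week pool lacked such tissue, or the infection lowered these transcripts in it between 6 and 7 weeks, cannot be told apart, because there is 1 pool at 7 weeks.

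Fewer probes were higher than lower at 6 and 7 weeks, 35.3% and 35.7% of the calls. With quantile normalization and with the median of the detected probes at least 60.9% of the calls at 7 weeks were higher, and with neqc 54.1%, but these alternatives centre the fold changes and so move the balance by construction. The hybridisations of the 7-week pool may add to the balance, since leaving out 1 of them moved the share by up to 13.2 points. Scaling by a median that lies at background and lower expression of most genes in the infected spleen cannot be told apart, because the files name 0 probes for spiked RNA that would give a reference outside the arrays. With quantile normalization the median of the T-cell list was at percentiles of 0 and 0 at 6 and 7 weeks and that of the chemokine ligands at 0.66 and 0, but at 4 weeks that of the ligands went from 1.21 to 3.88, inside the limit.

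Reg2, Reg3a, Reg3b and Reg3d, secreted proteins that pancreas and gut make under inflammation, were high in the 6-week pool. Their levels in the uninfected, 4-, 6- and 7-week pools were 3.22, 0.67, 7.20, -0.55 for Reg2, 0.64, -0.07, 4.93, -0.29 for Reg3a, 1.81, 0.14, 5.47, 0.04 for Reg3b and 2.04, 0.59, 3.30, -0.28 for Reg3d, in log2 units over the array median. The 11 genes of the pancreas lists under 6 units in every pool had a median 6-week log2 fold change of -0.47, with 2 above 0, Dmbt1 at 0.54 and Ins2 of the islets at 0.73, which argues against more pancreatic RNA at 6 weeks. On the same chips the 4 genes had 0 detections in the 7-week hybridisations, which argues against the chips. A response of the pancreas to the infection at 6 weeks could not be separated from a property of that pool, because there is 1 pool at 6 weeks.

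Between the time points, 10 genes were called higher at 1 week and lower at another, with a difference between the weeks past limma's test: Ifit3, Phf11, Trim30a, Sct, LOC380706, Lrg1, Selp, Reg2, Reg3b and Reg3d. Ifit3 was lower at 7 than at 4 weeks by a log2 difference of -2.69 (SE 0.13, adjusted p = 1.10e-13 from limma), and its 4-week rise ends without the first 4-week hybridisation (0.99). Trim30a, an interferon-induced regulator, had -2.20 (SE 0.16, adjusted p = 1.54e-10 from limma), and its 7-week fall ends with quantile normalization (-0.85), neqc (-0.91), scaling to the detected median (-0.82, chosen after seeing the data), and without the first uninfected (-0.97) or the first 7-week hybridisation (-0.83). Selp, the platelet and endothelial P-selectin, had 2.47 (SE 0.14, adjusted p = 1.13e-12 from limma), and its 4-week fall ends with quantile normalization (-0.99).

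Ighg1 had the highest measured log2 fold change of detected genes that the paper does not name outside the neutrophil and eosinophil lists, 4.09, 5.03 and 5.33 at 4, 6 and 7 weeks. It lay over 6 log2 units above the array median at these weeks, near the top of the arrays, so these values may be understated. Lists of cells that the paper does not discuss were also higher at 6 weeks, with 12 rises among megakaryocyte and platelet genes and 5 among mast cell and basophil genes.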

How the results depend on the processing

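The alternative with the median of the probes detected in all 8 hybridisations, those without the 7-week pool and without the pancreas probes, the chip as a fixed block, lists without the genes over 6 log2 units above the array median, and clustering of the probes past the analysis of variance (3144, 0, 97 and 1308 probes in the 4 patterns) were chosen only after the results were seen, and the others were planned. Of 488 alternative values for 22 counts, 435 stayed within 1.5 times the reported value and 53 moved, and the cause was not tested. Several alternatives leave the fold changes of a week as they are, so the 435 overstate how far the counts were tested.

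With a 1.5-fold threshold, which admits more probes by construction, 907, 1409 and 1425 probes were higher and 1372, 3091 and 3775 lower at 4, 6 and 7 weeks (genes 677, 1041 and 1075 and 905, 2246 and 2727), and 759 and 1340 were higher and lower at 7 than at 4 weeks. With neqc 667, 1311 and 1529 probes were higher at 4, 6 and 7 weeks and 326 lower at 4 weeks (genes 504, 974 and 1140 and 229), 680 and 630 were higher and lower at 7 than at 4 weeks, and 1341 were up-regulated late. With quantile normalization 599 and 604 probes were lower at 6 and 7 weeks (genes 418 and 439), 939 higher at 7 weeks, 3158 consistently up-regulated and 1466 up-regulated late. With scaling to the median of the detected probes 91, 516 and 528 probes were lower at 4, 6 and 7 weeks (genes 67, 358 and 386), 854 and 1036 higher at 6 and 7 weeks (genes 643 and 796), 3754 consistently up-regulated and 1722 up-regulated late. Without moderation the analysis of variance gave 4549 probes, with 3137, 120, 830 and 462 in the 4 patterns. The chip as a random block gave 572 early probes, and clustering gave 822 early, 0 consistently and 2675 late up-regulated probes. Leaving out each hybridisation in turn, where the lone one is assumed to vary like the others, gave 230 to 505 early probes, 502 to 792 higher and 827 to 1608 lower probes at 7 weeks, and 19 to 26 lists past the limit at 4 weeks.

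Of 2640 alternative percentiles of lists, 2511 kept their side of the limit, 59 no longer passed it, 68 passed it newly and 2 reversed: with detection in all 8 hybridisations, that of alternatively activated macrophages at 4 weeks was 48.45 and that of the pancreas list at 4 weeks was 89.33. Scaling to another median shifts all values of an array alike, so it cannot move a percentile and says nothing about these. The blocks and the prior variance that follows the mean leave the fold changes as they are, so they cannot move one either. Leaving out an infected hybridisation does not change the fold changes of the other weeks, whose percentiles can then move only through the matched random lists. The 2511 thus overstate how far the percentiles were tested. Of 15579 values for single genes, 195 calls ended, 201 were made newly and 0 reversed. Of 205 calls on genes that the paper names, 205 were kept with the replicate number or the chip as a block, 175 with quantile normalization, 196 with neqc and 164 with no detection filter. A block by replicate number or chip leaves the fold changes as they are, so it could end a call only through the error. The lowest detected intensities were 243.2 to 282.6, close to the array medians, and whether signal over background limits the calls was not tested.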

Differences from the paper's values

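The alternatives named here were set before the data were examined, apart from scaling to the detected median and clustering of the probes past the analysis of variance, which were chosen only after the result was seen. For probes that differ among the 4 pools the paper reports 4553 at an adjusted p of at most 0.05, against 10045 here. The methods' analysis of variance without moderation gave 4549, which does not differ by the 1.5-fold rule, and each other alternative differs.

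For the clusters, for which the paper's text states no cutting height, the paper gives 3045 down-regulated, 180 up-regulated early, 806 consistently up-regulated and 478 up-regulated late genes, against 6992, 340, 1946 and 767 probes here. In that order the paper's groups are set against the down-regulated pattern, up-regulated early pattern, consistently up-regulated pattern and up-regulated late pattern of the rule used here. With the analysis of variance the patterns hold 3137, 120, 830 and 462 probes, all within 1.5 times of the paper's. Clustering of those 4549 probes into 4 gave 3144, 0, 97 and 1308, the first within 1.5 times and the others not. The down-regulated and consistently up-regulated patterns differ under each other alternative set beforehand. The early pattern is also within 1.5 times without uninfected replicate 2 (260), without 4-week replicate 1 (230) and without 7-week replicate 1 (249). The late pattern is also within it with detection in all 8 hybridisations (601), with the stricter detection limit (624), and without uninfected replicate 1 (691) or 2 (703), 4-week replicate 2 (691), 6-week replicate 1 (717) or 7-week replicate 2 (570).

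In the table that compares the organs, 129 of 140 genes had a kept probe in the spleen here. Entries without a spleen number in the paper were left out, and 249 of the 252 remaining ratios were within 1.5 times of the paper's. For Cyp2d22 the paper gives ratios to the uninfected pool of 0.4 at 4 weeks and 0.4 at 6 weeks, against 0.695 and 0.682 here. The ratios are within 1.5 times of the paper's with the stricter detection limit and with the highest-signal probe, 0.432 and 0.447 for both settings, where Cyp2d22 is called lower, and differ under the other alternatives. The highest-signal probe is the probe of Cyp2d22 in the paper's table of probes. For Spn at 7 weeks the paper gives 0.4, against 0.686 here and 0.641 to 0.909 under the alternatives, each of which differs. The value here is the mean of 3 probes, of which 1 had a log2 fold change of -1.49 at 7 weeks and the others 0.00 and -0.14.

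The paper describes immunoglobulin genes as down-regulated, naming Igh-VJ558 and Igh-VS107. Over the whole list 51 of 84 were higher and 2 lower at 7 weeks. Igh-VS107 fell at 6 weeks (-1.04), a call that ends with quantile normalization, neqc, no detection filter and scaling to the detected median, and Igh-VJ558 was not called as the mean of 2 probes (-0.83, -0.56 and -0.10), while the probe in the paper's table of probes had -1.51, -1.14 and -0.36. The paper lists CXCL7 as down-regulated, and Ppbp was called lower at 4 weeks (-1.04) and had 0.93 and 0.54 at 6 and 7 weeks. Its fall ends without the second uninfected or the second 4-week hybridisation. The paper lists PECAM1 as unchanged or undetectable in the spleen, and it was called lower at 6 and 7 weeks (-1.19 and -1.04), calls that end at both weeks with the highest-signal probe, at 7 weeks with quantile normalization, neqc and without the first 7-week hybridisation, and at both weeks with scaling to the detected median, chosen after seeing the data. Of the same group, which the study chose on the same samples, Vcam1 was not called, and of the chemokines 0 of 8 were.

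Several genes that the paper names as down-regulated did not reach 2-fold at any week: Cd79a (lowest value -0.73), Il18 (-0.84), Ccl4 (-0.86), Cxcl9 (-0.94) and Cyp2d22. These lowest values lie under 0, on the paper's side. The paper called genes differentially expressed by analysis of variance, with 2-fold as its cut for likely biological significance. A value short of 2-fold therefore does not by itself contradict it. With the highest-signal probe Il18 (-1.05) and Ccl4 (-1.16) are called at 7 weeks and Cxcl9 (-1.06 and -1.03) at 6 and 7 weeks. Cxcl9 is also called without the second 6-week (-1.02) or the second 7-week hybridisation (-1.07) at those weeks, and Ccl4 also with neqc (-1.05), with the stricter limit and with detection in all 8 (-1.16 for each). Of the genes named as up-regulated, Uros (highest value 0.93) and Ccnd3 (0.48) were not called. Uros is called at 6 weeks with quantile normalization (1.06), neqc (1.14) and the highest-signal probe (1.38, and 1.05 at 4 weeks), and also with scaling to the detected median (1.12), which was chosen after seeing the values and drops 35 of 205 calls on genes that the paper names. Ccnd3 is called at each week with the highest-signal probe and with detection in all 8. The probes in the paper's table of probes do rise, Uros by 1.38 and 1.30 on the log2 scale at 6 weeks and Ccnd3 by 1.18, 1.54 and 1.32 at 4, 6 and 7 weeks, and the gene values here average them with other probes. Others that it names as down-regulated from 4 weeks on, Fgf1, Pdgfa, Vegfc, Ctgf and Tgfbr2, had 4-week values of -0.80, -0.77, -0.82, -0.62 and -0.31. Each lies under 0 but short of the 2-fold threshold, so none was called, and Ctgf had 0.10 at 7 weeks.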

Other observations

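The values in this part come from tests planned with the gene lists, apart from the scaling to the detected median and the naming of Slamf7, which were chosen only after the result was seen. Of 29 measured erythroid genes, 8, 17 and 15 rose at 4, 6 and 7 weeks p.i. and 0 fell (8, 17 and 15 adjusted over the list alone), with medians of 0.83 and 0.81 at 4 weeks on the 2 shared chips. Nfe2, a transcription factor of red cell and platelet precursors, had log2 fold changes of 1.40, 1.84 and 1.88 with SE 0.14, Dmtn, a protein of the red cell skeleton, had 1.61, 1.96 and 1.79, calls that end with no detection filter, and Cldn13, a claudin of mouse erythroblasts, had 1.52, 1.58 and 1.29. Of 19 megakaryocyte and platelet genes, 0, 12 and 7 rose and 2, 0 and 0 fell (the same numbers adjusted over the list alone), and Gp1ba, a chain of the platelet receptor for von Willebrand factor, had 1.65 and 1.33 at 6 and 7 weeks. Of 8 mast cell and basophil genes, 1, 5 and 5 rose and 0 fell (1, 5 and 5 adjusted over the list alone). Prss34, a mast cell and basophil protease, was not detected in the uninfected pool and was at least 2.49-, 13- and 9.69-fold higher, and Cpa3, a carboxypeptidase of mast cells, had 1.96 and 1.72 at 6 and 7 weeks. With detection required in all 8 hybridisations, 1 mast cell gene was left at these weeks, and with neqc 13 megakaryocyte genes rose at 7 weeks (11 with scaling to the detected median), 13 erythroid genes at 4 weeks and 3 adipose genes at 4 weeks. Of the pancreas list, 6 genes fell at 4 weeks and 0 at 6 weeks by limma, where 8 were lower at an unadjusted p under 0.05. With detection required in all 8 hybridisations, which leaves out the 16 genes not detected at 7 weeks, 0 of the pancreas list fell at 4 weeks.

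Plasma cell genes had medians of 0.54, 0.56 and 0.47, at percentiles of 100, 99.99 and 99.98, although 0, 1 and 1 of 10 rose at 4, 6 and 7 weeks and 0, 2 and 1 fell (the same numbers adjusted over the list alone). Creld2, a stress protein of the secretory pathway, had 0.71, 1.11 and 1.04, and Slamf7, a receptor of plasma and NK cells, had -0.49, -1.23 and -1.50. The 7-week call of Creld2 ends without the second 7-week hybridisation, and with neqc 2, 3 and 3 plasma cell genes rose, and 3 at 6 and 7 weeks with scaling to the detected median. Of 9 NK cell genes, 0, 4 and 4 fell and 0 rose (0, 4 and 4 fell adjusted over the list alone), with Klrd1, a chain of NK receptors, at -2.36 and -2.04 and Klrb1c, the antigen NK1.1, at -1.81 and -1.70 at 6 and 7 weeks. Of 14 dendritic cell genes, 0, 0 and 4 fell and 0 rose (the same numbers adjusted over the list alone), with Clec9a, a receptor of cross-presenting dendritic cells, at -1.31 and H2-Ab1, a chain of MHC class II, at -1.26 at 7 weeks. Where limma called 0 dendritic cell genes, 5 at 4 and 13 at 6 weeks were lower at an unadjusted p under 0.05, and of the NK genes 4 were lower and 2 higher at 4 weeks. Genes of lymphoid stroma, which include the Ccl19 and Ccl21 chemokines, fell in 2, 8 and 7 of 17 cases with 0 rises (the same numbers adjusted over the list alone), and in 0, 5 and 5 with no detection filter. This list holds Ccl19, the Ccl21 genes, Cxcl12, Cxcl13 and Il7, which the study names as down-regulated on the same samples. The stroma counts are therefore not independent evidence. Endothelial genes had 0, 3 and 2 falls and 0, 1 and 0 rises among 15 (the same numbers adjusted over the list alone), and at 4 weeks, where limma called 0, 11 were lower at an unadjusted p under 0.05 and the median was -0.49, at percentile 0.02. Of 4 measured adipose genes, Cfd rose at 4 and 7 weeks (2.57 and 1.89), with 1, 0 and 1 rises and 0 falls in the list (the same numbers adjusted over the list alone). Without the second uninfected or the first 6-week hybridisation Cfd also rose at 6 weeks. With scaling to the detected median, chosen after seeing the data, 2 dendritic cell genes fell at 7 weeks and 1 endothelial gene at 6 weeks.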
